# Proteome and Secretome Analysis Reveals Differential Post-transcriptional Regulation of Toll-like Receptor Responses*[Fn FN2]

**DOI:** 10.1074/mcp.M116.064261

**Published:** 2017-02-24

**Authors:** Marijke Koppenol-Raab, Virginie Sjoelund, Nathan P. Manes, Rachel A. Gottschalk, Bhaskar Dutta, Zachary L. Benet, Iain D. C. Fraser, Aleksandra Nita-Lazar

## Abstract

The innate immune system is the organism's first line of defense against pathogens. Pattern recognition receptors (PRRs) are responsible for sensing the presence of pathogen-associated molecules. The prototypic PRRs, the membrane-bound receptors of the Toll-like receptor (TLR) family, recognize pathogen-associated molecular patterns (PAMPs) and initiate an innate immune response through signaling pathways that depend on the adaptor molecules MyD88 and TRIF. Deciphering the differences in the complex signaling events that lead to pathogen recognition and initiation of the correct response remains challenging. Here we report the discovery of temporal changes in the protein signaling components involved in innate immunity. Using an integrated strategy combining unbiased proteomics, transcriptomics and macrophage stimulations with three different PAMPs, we identified differences in signaling between individual TLRs and revealed specifics of pathway regulation at the protein level.

The innate immune system is essential for host defense, providing a rapid initial reaction to infection or tissue damage and activating adaptive immunity (1). Pathogen recognition receptors (PRRs)^1^ recognize structures conserved between pathogens (pathogen-associated molecular patterns, PAMPs) (2, 3). The Toll-like receptors (TLRs) are a prototypic PRR family (4) of transmembrane proteins predominantly expressed by professional innate immune cells such as macrophages and dendritic cells. TLRs are located on the cell surface and in endosomes, where they recognize diverse microbial molecules and trigger tightly regulated signaling cascades through a complex network of signal transduction proteins. To date, eleven human and thirteen mouse TLRs have been identified, each of which recognizes specific agonists derived from bacteria, fungi or viruses (5, 6). TLRs differ in their expression profile, ligand specificity and signaling; however, they all activate the NF-κB signaling pathway, the most ancient host defense mechanism found in mammals, plants and insects (7). The downstream signaling events initiated by TLR stimulation can be divided into two main pathways based on the adapter recruited by the activated TLR. Upon stimulation, TLR2 and TLR7 recruit the cytoplasmic adapter myeloid differentiation primary response gene 88 (MyD88). TLR4 is the only TLR that signals through two pathways; the MyD88-dependent response that signals from the plasma membrane and results in production of pro-inflammatory cytokines, and the TRIF (TIR-domain-containing adapter-inducing interferon-β)-dependent response that originates from the early endosome and results in type 1 interferon production (8). TLR4 and TLR2 signal from the cell surface in response to bacterial components and can also signal from the endosome (9–11). TLR7 is located exclusively in the late endosome where it signals in response to its natural ligand, single stranded nucleic acids (8).

Many of the proteins that are responsible for the immune response subsequent to TLR activation are secreted (*e.g.* the cytokines TNF-α and IL6) to propagate the inflammatory response in an autocrine or paracrine manner, attracting and/or activating other immune cells (12). Proteins released from macrophages in response to an invading pathogen are detected by neighboring cells and thus play a key role in immune cell communication. These proteins make up a subproteome referred to as the secretome which comprises of proteins released through various mechanisms including classical and nonclassical secretory pathways as well as exosome-mediated secretion and membrane shedding (13, 14). So far, only a handful of proteomic studies of the secretome response to TLR activation have been reported in the literature, and these studies focused on the stimulation of TLR4 with LPS and did not include other TLR ligands. Although some studies were performed in different cell types (15–17), specific studies investigating the secretome response to LPS stimulated macrophages generated sparse data (18–20).

The inflammatory response is counteracted in various ways by actions on NF-κB itself (21) or by the degradation or destabilization of NF-κB target gene transcripts (22). The second set of regulators is provided by the MAPK pathway, and the type 1 interferon response is regulated by the interferon regulatory factors (IRFs) (23). It is essential that the signaling is robust enough for an appropriate immune response yet carefully balanced so that an infection can be eradicated without over-activation, which could lead to pathological reactions, including septic shock—the major cause of mortality in the case of bacterial infection (24, 25), and autoimmunity. Identifying novel factors involved in the propagation and regulation of TLR signaling is necessary to further our understanding of this important immune response area and can provide insight into autoimmune and inflammatory disorders where TLR signaling is implicated, leading to rational design of vaccines and drugs (26).

Many systems biology studies of TLR signaling in macrophages focus on TLR4 as a model system (27, 28) and rely on transcriptional profiling methods. Although extremely informative, such studies cannot account for all of the differences in the responses to various pathogens. For example, they do not provide information on secreted proteins, which play a critical role in intercellular communications, or on intercellular protein and phospho-protein concentrations, which are the essential components of cellular signaling.

Despite extensive studies, many components of TLR network are unknown and therefore systematic, multidisciplinary discovery is needed to determine the impact of cellular components on the pathway activation (29). Also, gene expression changes in many studies poorly correlate with changes at the functional level (30–38). Thus, proteomic studies are needed to achieve an integrated analysis of cellular processes. In the current study, we used mass spectrometry-based proteomic methods to investigate the intracellular (proteome) and extracellular (secretome) responses of murine macrophages to TLR ligands. This approach enables an unbiased profiling of the protein expression changes in response to TLR stimulation that provides a systems-level characterization of TLR signaling. The comparison to the transcriptome revealed a significant number of proteins regulated at the post-transcriptional level, emphasizing the importance of systematic and global studies that reach beyond gene expression profiling.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Cell Culture and Reagents

The murine macrophage cell line RAW264.7 was obtained from Sigma-Aldrich Co. (St. Louis, MO). Cells were grown in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 2 mm l-glutamine, 20 mm HEPES and 10% fetal bovine serum (FBS) in a humidified incubator at 37 °C, 5% CO_2_ and passaged every 2–3 days on sterile tissue-culture treated plates. DMEM medium, HEPES and l-glutamine were obtained from Lonza (Walkersville, MD), and FBS from Gemini Bio-Products (West Sacramento, CA).

Cell viability was assessed using DEAD green stain (Thermo Fisher Scientific, Waltham, MA) according to manufacturer's protocol upon stimulation of the cells with 100 ng/ml lipopolysaccharide (LPS) from *Salmonella Minnesota* R595 (Enzo Life Sciences Inc., Plymouth Meeting, PA) in serum-containing and serum-free media at 0, 3, and 24 h.

For SILAC labeling, DMEM with stable glutamine deficient in arginine and lysine (Cambridge Isotope Laboratories, Tewksbury, MA) was supplemented with 10% FBS and 20 mm HEPES. Stable isotopes were introduced by adding unlabeled (Sigma-Aldrich Co.) or stable isotope-labeled (Cambridge Isotope Laboratories) l-arginine·HCl and l-lysine·2HCl at concentrations of 0.398 mm and 0.798 mm, respectively. Light media contained unlabeled l-arginine (Arg0) and l-lysine (Lys0), medium media contained ^13^C_6_-l-arginine (Arg6) and ^2^D_4_-l-lysine (Lys4), and heavy media contained ^13^C_6_^15^N_4_-l-arginine (Arg10) and ^13^C_6_^15^N_2_-l-lysine (Lys8). After five passages on tissue culture dishes, incorporation of the isotopes was evaluated in whole cell lysates by mass spectrometry.

##### Preparation of the Proteome Samples

For each labeling condition, RAW264.7 macrophages were grown in 12-well dishes, seeded at a concentration of 10^6^ cells/ml, 1 ml per well, and incubated overnight at 37 °C, 5% CO_2_. The light (Arg0, Lys0)-labeled cells were left untreated, whereas the medium (Arg6, Lys4)-labeled cells were treated for 6 h and the heavy (Arg10, Lys8)-labeled cells were treated for 12 h with either 100 ng/ml lipopolysaccharide (LPS) from *Salmonella Minnesota* R595 (Enzo Life Sciences Inc.), 1 μm resiquimod (R848) (Enzo Life Sciences Inc.), or 1 μm Pam3CSK4 (P3C) (Invivogen, San Diego, CA). A basal state, unstimulated time course of nontreated light, medium, and heavy cells was also performed with lysates collected at 0, 6, and 12 h. Each treatment was performed in quadruplicate. At the designated timepoints post-treatment, the cells were washed three times with ice-cold phosphate-buffered saline and lysed in 50 μl modified RIPA buffer (50 mm Tris pH 7.5, 150 mm NaCl, 1 mm EDTA, 0.1% Na-deoxycholate, 1% IGEPAL) containing protease and phosphatase inhibitors (Roche, Indianapolis, IN). The cell lysate was kept on ice for 20 min with occasional vortexing. Cell lysates were centrifuged at 12,000 *g* at 4 °C for 10 min and the resulting supernatant was collected for proteomic analysis. The protein concentration was determined using the bicinchoninic acid assay (Thermo Fisher Scientific Inc.). The light (untreated), medium (6 h) and heavy (12 h) stimulated cell lysates were combined at a 1:1:1 ratio (w/w), using 10 μg total protein from each time point.

##### Preparation of the Secretome Samples

SILAC-labeled RAW264.7 cells were seeded in 12-well dishes at a concentration of 10^6^ cells/ml, 1 ml per well, and incubated overnight at 37 °C, 5% CO_2_. Prior to treatment with TLR ligands, the media containing FBS was removed, and the cells were washed once with serum-free media. The light (Arg0, Lys0)-labeled cells were left untreated for 24 h in serum-free media. The medium (Arg6, Lys4) and heavy (Arg10, Lys8)-labeled cells were treated for 6 and 24 h, respectively, with either 100 ng/ml LPS, 1 μm R848, or 1 μm P3C in media without serum. A basal state, unstimulated time course was performed in serum-free media with samples collected at 0, 6, and 24h. Each treatment was performed in quadruplicate. At the designated timepoints, 900 μl of conditioned media was removed and filtered using centrifugal filter units with a 0.22 μm pore size (EMD Millipore, Tullagreen, Ireland) to remove any dead cells. The filtered media was flash-frozen in liquid nitrogen and stored at −80 °C. The light (untreated), medium (6 h), and heavy (24 h) stimulated samples were combined at a 1:1:1 ratio (v:v) using 250 μl from each time point. The samples were then concentrated by vacuum centrifugation.

##### Pathogen Challenge

SILAC-labeled RAW264.7 cells were seeded in 48-well plates at a concentration of 2.5 × 10^5^ cells/well, and incubated overnight at 37 °C, 5% CO_2_. Prior to treatment with pathogens, the media containing serum was removed, and the cells were washed once with media lacking serum. The light (Arg0, Lys0)-labeled cells were left untreated for 24 h in serum-free media. The medium (Arg6, Lys4) and heavy (Arg10, Lys8)-labeled cells were treated with pathogens for 6 and 24 h, respectively, in media lacking serum.

*Pseudomonas aeruginosa* was used as an exemplar Gram-negative pathogen signaling through TLR4, *Staphylococcus aureus* as a Gram-positive pathogen signaling through TLR2, and *Burkholderia cenocepacia* as an intracellular pathogen signaling through endosomal TLR7. Cultures of *Pseudomonas aeruginosa* GFP, PAO1 pMRP 9–1 (from Dr. Bradley Borlee, University of Washington, Seattle, WA (39)), *Staphylococcus aureus* FDA209 (ATCC, Manassas, VA), and *Burkholderia cenocepacia* J2315 (a prototypic strain of the highly transmissible ET12 clone (40, 41)) were inoculated in Luria-Bertani medium and grown overnight at 37 °C with shaking. Aliquots of pelleted *P. aeruginosa* and *S. aureus* were washed with normal saline and heat killed at 65 °C and 90 °C, respectively, for one hour. SILAC-labeled RAW264.7 cells were treated with heat-killed *P. aeruginosa* or *S. aureus* at a ratio of 20 bacteria per macrophage, or with live *B. cenocepacia* at a ratio of one bacterium per macrophage. For the *B. cenocepacia* challenge, the plates were centrifuged for 5 min at 200 × *g*, and then incubated at 37 °C in 5% CO_2_. After 1 h of *B. cenocepacia* infection, the treatment medium was removed, and the cells were washed three times with PBS to remove extracellular bacteria and incubated with an antibiotic combination of 250 μg/ml gentamicin (Sigma-Aldrich Co.) and 500 μg/ml of ceftazidime (Sigma-Aldrich Co.) for 2 h to kill the remaining extracellular bacteria (42). After 2 h the media with antibiotics was removed and replaced with serum-free media for the remainder of the treatment time course.

At the designated timepoints, 250 μl of conditioned media was removed and filtered using centrifugal filter units with a 0.22 μm pore size to remove any dead cells. The filtered media was flash-frozen in liquid nitrogen and stored at −80 °C. The light (untreated), medium (6h), and heavy (24 h) stimulated samples were combined at a 1:1:1 ratio (v:v) using 250 μl from each time point. The combined samples were concentrated by vacuum centrifugation.

##### SDS-PAGE separation and in-gel trypsin digestion

The proteome and secretome samples were separated by one-dimensional SDS-PAGE using NuPage 10% or 4–12% Bis-Tris gels with NuPage MES or MOPS running buffer (Life Technologies Corp., Carlsbad, CA). Gels were stained with Colloidal Coomassie blue (SimplyBlue™ SafeStain, Life Technologies Corp.). After destaining, each gel lane was cut into 20 bands and each band was cut into approx. 1 mm^3^ cubes for in-gel trypsin digestion (43). Briefly, the gel cubes were dehydrated with acetonitrile, reduced with 10 mm dithiothreitol in 100 mm ammonium bicarbonate for 30 min at 56 °C. The gel pieces were again dehydrated with acetonitrile and alkylated with 55 mm iodoacetamide in 100 mm ammonium bicarbonate for 20 min at room temperature in the dark. After a third dehydration step with acetonitrile the gel pieces were saturated with 13 ng/μl trypsin in 10 mm ammonium bicarbonate containing 10% (v:v) acetonitrile. Digestion was allowed to proceed overnight at 37 °C. Peptides were extracted from the gel pieces with 1:2 (v:v) 5% formic acid/acetonitrile after incubation for 15 min at 37 °C. The organic solvent was removed from the extracts using a vacuum centrifuge and the dried peptides were resuspended in 0.1% (v:v) formic acid for LC-MS/MS analysis.

##### Peptide Sequencing by Tandem Mass Spectrometry

All LC-MS analyses were performed using an Eksigent nano-LC system (ABI Sciex, Framingham, MA) directly coupled to an LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific Inc., Waltham, MA) that was operated in a data-dependent acquisition mode to automatically switch between Orbitrap full scan MS and LTQ MS/MS using a top 10 method. The single-ligand proteome and secretome samples were run using a 60-min linear gradient. The pathogen-treated secretome samples were run using a 120-min linear gradient and using a precursor ion inclusion list to select specific peptides for fragmentation corresponding to the proteins of interest.

##### Protein Identification and Quantification

Mass spectra were analyzed using MaxQuant version 1.4.1.2 and the Andromeda search engine (44, 45). The maximum mass deviation allowed for the monoisotopic precursor ions was 4.5 ppm for monoisotopic precursors and 0.5 Da for fragment ions. Trypsin was set as the digestion enzyme with a maximum of two allowed missed cleavages. Cysteine carbamidomethylation was set as a fixed modification, and N-terminal acetylation and methionine oxidation were allowed as variable modifications. The spectra were searched using the Andromeda search engine against the mouse Uniprot sequence database (downloaded July 2014, 51574 entries) combined with 247 common contaminants and concatenated with the reversed versions of all sequences. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE (46) partner repository with the data set identifier PXD004113. Protein identification required at least two unique peptides per protein group. The data were filtered for a 1% FDR at the peptide and protein level. The protein abundance ratios were calculated referring to time 0 h as the reference (the time point choice for proteome and secretome is explained in the above sections on sample preparation). Each time point for each treatment was normalized using the median value to correct for unequal sample mixing. Only the proteins identified by at least two unique peptides and quantified in at least two biological replicates out of the four were considered reliably identified and quantified for use in further analysis. The unstimulated time course samples were used to determine the basal level of variation in protein abundance and secretion in RAW264.7 macrophages over the time course of our experiments (0, 6, and 12 h for the proteome, and 0, 6, and 24 h for the secretome). From these basal fluctuation data we determined fold change thresholds to be considered significant in our TLR-stimulated samples. For the basal proteome, 99% of the proteins did not change their expression levels beyond a fold change of 1.5 during the entire time course of measurement. For the basal secretome, 88% of the proteins exhibited a fold change of less than 2 in their abundance values.

##### Microarray

RAW264.7 cells were treated with individual TLR ligands (100 ng/ml LPS, 1 μm P3C, and 1 μm R848 for stimulation of TLR4, TLR2, and TLR7, respectively) for either 1, 2, or 4 h. Total RNA was isolated from ∼10^6^ cells for each condition with an RNeasy Mini Kit (Qiagen) and high quality RNA was confirmed using a Bioanalyzer 2100 (Agilent Technologies, Columbia, MD). Duplicate biological samples were run for each condition. Amplification and labeling of complementary RNA (cRNA) were performed using the Illumina TotalPrep RNA Amplification Kit (Life Technologies Corp.), and the cRNAs were hybridized to Illumina MouseRef-8 microarrays (Life Technologies Corp.) according to the manufacturer's instructions. The raw intensity values were log_2_-transformed and quantile-normalized for subsequent analyses. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (47) and are accessible through GEO Series accession number GSE85448 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85448).

##### ELISA

Cytokine output was measured in conditioned media samples by sandwich ELISA in 384-well plates (Thermo Fisher Scientific Inc.) according to the manufacturer's instructions. TNF-α output was measured using the Mouse TNF-α DuoSet ELISA Development System (R&D Systems, Minneapolis, MN). IL6 and IL12p40 output were measured using the respective BD OptEIA mouse ELISA kits (BD Biosciences, San Jose, CA).

##### Data analysis

We used the Database for Annotation, Visualization and Integrated Discovery (DAVID, https://david-d.ncifcrf.gov/; (48, 49)) to assign Gene Ontology (GO) annotations for cellular component (GOCC), molecular function (GOMF), and biological process (GOBP). Obsolete GOCC terms such as “membrane fraction” were ignored for assignment of the main GOCC annotation. Organelle-related GOCC terms were combined into a single GOCC assignment; for example: GOCC assignment “nucleus” used in this study includes the terms nucleoplasm, nuclear membrane, chromosome, chromatin, etc.

Proteins detected in secretome samples were analyzed with the SignalP 4.1 (50) and SecretomeP 2.0 (51) prediction algorithms to determine which proteins are predicted to be secreted via classical (signal peptide-directed) and nonclassical secretion mechanisms.

Principal component analysis (PCA) was performed using the Perseus software version 1.5.0.9 on the 1083 proteins common between the three ligands stimulation data sets for the proteome samples, and the 253 common secretome proteins.

Additional PCA was performed using the MeV software (version 4.8.1) downloaded from http://www.tm4.org/mev.html. For proteome and secretome samples, PCA analysis was carried out separately. For each time point and treatment, median abundance values were calculated across the four biological replicates. Although calculating medians, replicates with missing values were ignored. Samples were projected onto two different two-dimensional planes, consisting of PC1 *versus* PC2 and PC2 *versus* PC3.

##### Experimental Design and Statistical Rationale

For mass spectrometry, all the treatments for the proteome and secretome samples were performed in quadruplicate, starting from the cell culture (biological replicates). There were 12 experimental conditions (proteome and secretome, 2 timepoints, 3 ligands). The proteins were considered if they were found in at least two samples. Untreated cells (time “0”) were used as a control and for the secretome analysis the conditioned media were collected from the cells grown for 24 h in the serum-free media to account for the cell death background.

Hierarchical clustering analyses were performed using Genesis (52). Protein expression fold change values were log transformed (base 2). Samples in this figure were named by appending data type (Sec for secretome and Prot for proteome), treatment (LPS, P3C, and R848), time point (6 h, 12 h, and 24 h), and replicates (letters A–D). Log transformed fold change data showed bell shaped distributions and were symmetric around 0. As the overlap of proteins from secretome and proteome experiments was quite low, only the overlapping proteins from all timepoints and stimulations were used in the clustering analysis. Although the clustering analysis allowed us to directly compare the proteome and secretome data, considerable numbers of proteins, some showing strong up- and downregulation, were not included in the analysis as they were missing in one of the data sets. To specifically focus on proteins showing the strongest changes, we further carried out clustering using proteins showing at least 2-fold up- or downregulation at any of the timepoints and stimulations. For computing fold changes, we used the same sampling nomenclature as above, except for the replicate names as they were averaged. Even if a protein was only present in one data set (proteome or secretome) it was included in the analysis (missing values are colored gray).

Overlap analysis was carried out between the proteome and secretome data from the different stimulations and timepoints. Specifically, the diagonal elements of this matrix show the numbers of proteins identified for each of the experimental conditions. The numbers varied significantly between the different experiments with a general trend that the numbers of proteins from the proteome analyses are always higher than the corresponding secretome analysis. The values in the upper triangle of the matrix are the numbers of proteins overlapping between the different conditions. The lower triangle of the matrix shows the normalized percentage overlap of the proteins between two conditions (calculated by dividing the number of overlapping proteins by the total number of proteins).

##### Correlation of Proteome and Secretome Data with Microarray Data

Protein IDs from the proteome and secretome data were mapped to gene symbols. Pairwise correlations were calculated between log transformed (base 2) proteome/secretome fold change data (three treatments, two timepoints, and two data types) with microarray log transformed fold change data from twelve experimental conditions (untreated and three treatments and three timepoints). Corresponding untreated samples were used for computing fold change in each of the data sets. For computing each pairwise correlation, microarray data were merged with the corresponding proteome/secretome data using gene symbols. For merging two types of data tables we used “inner join,” which means only genes present in both transcriptome and secretome/proteome data tables will be used. Pearson correlation was calculated using the R function “cor.” If multiple measurements were present for a gene symbol, they were averaged.

## RESULTS

### 

#### 

##### Quantitative Proteome and Secretome Analysis of the TLR Responses in Macrophages

To examine the signaling pathway activation after different TLR stimulations (Fig. 1*A*), we performed a global and quantitative mass spectrometry-based proteomic analysis of the intracellular protein changes (proteome) and extracellular protein response (secretome) of TLR-stimulated RAW264.7 macrophages using the established strategies of SILAC quantification, SDS-PAGE fractionation, and high-accuracy mass spectrometry (53, 54). The macrophage proteins were SILAC labeled with three distinct isotopic forms of both arginine and lysine to facilitate relative protein quantification between the timepoints (Fig. 1*B*). The cells were passaged five times in SILAC media resulting in a high incorporation level of the isotopes (supplemental Fig. S1*A*). We analyzed the proteome and secretome changes in macrophages stimulated with LPS (TLR4 ligand), P3C (TLR2 ligand), and R848 (TLR7 ligand). Pools of lysates were prepared from unstimulated RAW264.7 cells and from cells stimulated with each individual ligand for 6 and 12 h for the proteome analysis. We chose these timepoints to capture protein changes arising from early-to-intermediate transcriptional regulation events (6 h stimulation) as well as intermediate-to-late changes in transcriptional regulation (12 h stimulation) (55). Pools of conditioned media from nonstimulated macrophages or cells stimulated for 6h or 24h with each individual ligand were combined for the secretome analysis. Our analysis does not differentiate between the various mechanisms the cell may use to release proteins into the outside environment, thus we define the secretome here as encompassing proteins secreted via classical, nonclassical, and exosomal pathways, as well as proteins shed from the cell surface. This definition has been used in other secretome profiling studies as discussed in (13, 14). A later time point (24 h *versus* 12 h) was chosen for the secretome analysis to account for the lag between changes in protein production and protein secretion and to detect late-stage secreted proteins (19). Effective stimulation of the macrophages was confirmed by two independent methods: (1) assessing the increase in MARCKSL1 (MacMARCKS, MRP), a protein known to be induced by LPS treatment (56), by Western blot after treatment of the cells for 6 and 12 h with all three ligands with respect to the untreated cells (supplemental Fig. S1*B*), and (2) by measuring the levels of TNF-α in the conditioned media of untreated and treated cells for the three TLR ligand stimulations after 6 and 24 h (supplemental Fig. S1*C*).

**Fig. 1.**
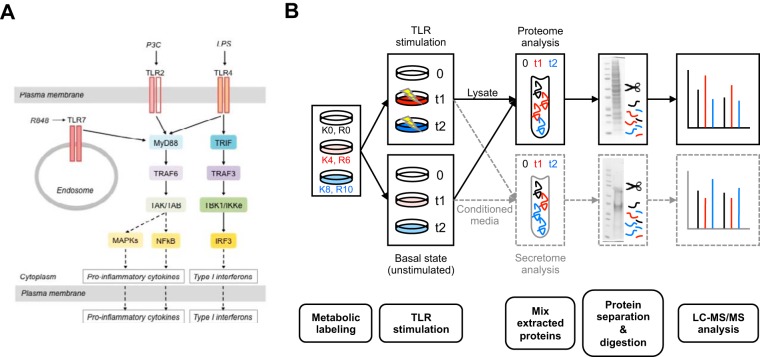
**Experimental design used to identify and quantify changes in the proteome and secretome during macrophage stimulation with TLR ligands.** *A*, A schematic diagram of the canonical Toll-like receptor signaling through TLR2, TLR4 and TL7. *B*, 3-plex SILAC strategy with LC-MS/MS was used to study the effects of TLR stimulation. RAW264.7 cells were labeled with heavy (K8, R10), medium (K4, R6) and light (K0, R0), isotopes in culture and simulated with one of the three TLR ligands (LPS, P3C, or R848) or left unstimulated. The cell lysates were collected for the proteome study and conditioned media were collected for the secretome study. The proteins were extracted from each of the three samples, the samples were combined, the proteins were separated via SDS-PAGE and digested with trypsin as described in Experimental Procedures. Four biological replicates were used to perform independent experiments for each type of analysis.

Using high-resolution MS and the MaxQuant proteomics software package for computational analysis we detected relative protein abundances in the lysates and conditioned media of TLR-stimulated macrophages. For each treatment replicate we required a minimum of two unique peptides per protein group for the identification to be considered reliable. We determined the overlap in protein group identifications between treatment replicates to assess the quality of our proteome and secretome data sets and observe that 75–86% of protein groups are identified in two or more replicates depending on the treatment and data set (supplemental Fig. S2).

##### Overview of the Proteome and Secretome Changes

We investigated the time-dependent changes in protein expression levels following TLR activation by three different ligands. For increased confidence in the protein identification numbers we required that a protein be identified on the basis of at least two unique peptides in a given treatment replicate and data set (proteome or secretome). When assessing the relative protein abundance levels, we considered proteins identified on the basis of at least two unique peptides and quantified in a minimum of two replicates. We identified a total of 1932, 2244, and 2484 proteins across timepoints in lysates of cells stimulated with LPS, P3C, and R848, respectively. Of these, 1531 (LPS), 1802 (P3C), and 1825 (R848) proteins were considered reliably identified and quantified in a minimum of two biological replicates with two unique peptides (Fig. 2*A*). Out of the proteins reliably identified and quantified in each stimulation, 1083 proteins are common to all three ligand stimulations in the proteome data set (supplemental Table S1).

**Fig. 2.**
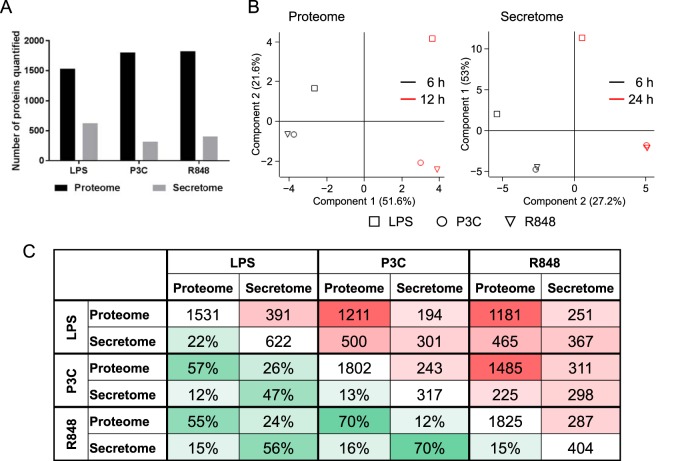
**Global comparison of the proteome and secretome data sets.** *A*, Total numbers of proteins quantified in a minimum of two biological replicates for LPS, P3C, and R848. *B*, Principal Component Analysis with Perseus software. Squares represent the LPS treatment, circles - the P3C treatment, and triangles—the R848 treatment. The 6 h time point is shown in black and the 12 h time point—in red. *C*, Pairwise comparison between the six data sets. The triangle to the right of the diagonal with cells marked in red shows the absolute numbers of identified proteins overlapping between the two given data sets, and the triangle to the left of the diagonal with cells marked in green shows the percentage of proteins common between the two given data sets. The intensity of the color increases with the increase of the overlap.

To correlate the intracellular protein response (proteome) of TLR-stimulated macrophages with changes in the extracellular macrophage response following TLR activation, we investigated the changes in the secretome of RAW264.7 cells stimulated for 6 h and 24 h. In total, 947, 506, and 528 proteins were identified for the LPS, P3C, and R848 stimulations, respectively. Of these, we considered 622 (LPS), 317 (P3C), and 404 (R848) secretome proteins to be reliably identified and quantified using the same criteria as for the proteome (Fig. 2*A*). We found 298 proteins common to all three treatments in the secretome data set (supplemental Table S2).

##### Effect of Stress on the Secretome

One of the technical difficulties in measuring the secretome response is that in the absence of stimulation, cells in fresh media will have little to no secreted proteins, making the relative quantification by SILAC challenging. To circumvent this issue, our nontreated samples were collected 24 h after the cells were placed into the fresh media. However, this means that the secretome of our nontreated samples may contain proteins released because of the stress of being cultured for 24 h in serum-free media. To measure this effect, we performed an untreated time course using SILAC-labeled cells switched to serum-free media but not stimulated with TLR ligands. Conditioned media samples were collected at 0, 6, and 24 h, allowing us to compare effects of stress and effects of the stimulation at 24 h (supplemental Fig. S3). It should be noted that for all data presented, only the effect of stimulation is taken into account. The unstimulated time course samples were used to determine the basal level of variation in protein abundance and secretion above which the changes were considered significant (supplemental Fig. S4). Notably, we did not detect increased levels of cell death during the 24 h time course when the cells were grown in the serum-free media (supplemental Fig. S4*B*).

##### Cellular Localization of the Identified Proteins in the Proteome and Secretome

Our analysis detected 993 proteins that were released by macrophages across all ligand stimulations compared with a total of 2951 proteins identified in the macrophage proteome (supplemental Table S3 contains all the results). We used the DAVID bioinformatics tool to assess the subcellular localization of the proteins identified in our proteome and secretome data sets. For the proteome, we observe an enrichment of organelle-associated Gene Ontology cellular compartment (GOCC) terms, with *mitochondrion, nucleus, plasma membrane*, and *endoplasmic reticulum* terms accounting for 57% of the proteins with GOCC assignments (supplemental Fig. S5). In the secretome study, we see the enrichment in the GOCC terms for *extracellular, cytoskeletal*, and large protein complexes including GOCC terms *proteasome, ribosome, ribonucleoprotein complex,* and *translation complex*. We used the SignalP and SecretomeP prediction algorithms to determine which of the proteins in our secretome data set are predicted to be secreted via classical and nonclassical (leaderless) secretion pathways, respectively. Of the proteins detected in the secretome, 183 are predicted to contain a signal peptide, whereas 194 proteins are predicted to be secreted via the nonclassical secretory pathway (supplemental Table S4). Together, these predictions account for ∼38% of the proteins we detect in conditioned media. In addition to classical and nonclassical secretion, proteins can also be released via exosomes, and there is mounting evidence that cells use these vesicles for intercellular communication (discussed in (57)). We investigated if exosome-related proteins were present in our data sets and observe seven of the top 10 exosomal markers listed in ExoCarta (http://exocarta.org/index.html) in our proteome and secretome data sets (CD9, HSPA8, PDCD6IP, ANXA2, SDCBP, ENO1, and HSP90AA1). Interestingly, only one of these, ANXA2, is predicted to be secreted using the SecretomeP prediction algorithm and none are predicted to contain a signal peptide. Thus, these algorithms alone cannot predict which subsets of proteins may be released from cells, and the evolution of the term “secretome” as discussed in (13, 14) reflects the observation that proteins from various subcellular locations may be released by different mechanisms to play a role outside of the cell.

##### The TLR4 Response is Distinct from the TLR2 and TLR7 Responses

Principal component analysis (PCA) of the overall proteome or secretome response to the different ligands shows a clear separation by treatment time but also that the TLR4 (LPS) response is distinct from the TLR2 and TLR7 responses, which show little separation for either time point (Fig. 2*B*). For the proteome and secretome data sets, the first three principal components together captured 80% (PC1: 40%, PC2: 26%, PC3: 14%) and 96% (PC1: 85%, PC2: 7%, PC3: 4%) variability in the data, respectively. As the first three components captured 80% or more variability in the data, we only showed these three components (supplemental Fig. S7). Proteins common to all three stimulations in the proteome data set are well separated with the experimental timeline captured by principal component 1 and stimulation type by principal component 2. PCA of the common secretome shows that the 6 h LPS response is distinctly different from the rest of the secretome samples. Two additional principal component axes are necessary to distinguish secretome timepoints and stimulation type.

Pairwise comparison of the six data sets shows the highest overlap in identified proteins between the TLR2 and TLR7 stimulations with 70% overlap in both the proteome and secretome data sets, weighted to account for the differences in group sizes (Fig. 2*C*). By contrast, the overlap with the TLR4 response is 57 and 55% for the TLR2 and TLR7 proteomes, respectively, and 47 and 56% for the TLR2 and TLR7 secretomes, respectively.

##### Shared Proteins Exhibit Different Temporal Responses

Given the overlap in the signaling components used by the different TLRs, we evaluated the responses of the common proteins identified in all three stimulations in both the proteome and the secretome. Hierarchical clustering analysis of these common proteins reveals that this subset of proteins for the secretome behaves like the entire secretome: the LPS stimulation clusters together for the 6 and 24 h stimulation (Fig. 3 depicts LPS stimulated secretome samples) and the P3C and R848 responses cluster together for the 6 h stimulation and the 24 h stimulation, respectively, but overall, the 24 h secretome response to the three stimulations is significantly different from the other timepoints and treatments (supplemental Fig. S6 - 24h secretome data for all the treatments are clustered on the right). At the 6 h time point, TLR2 and TLR7 secretome responses cluster together, whereas the TLR4 response is more separated. On the other hand, this subset of proteins for the proteome has a different clustering pattern than the global proteome response discussed above. The LPS treatment no longer clusters separately from P3C and R848 and the different treatments cluster by time point, with LPS segregating from P3C and R848 within each time point. The general magnitude of up-regulation and down-regulation is also much higher in the secretome data than the proteome data.

**Fig. 3.**
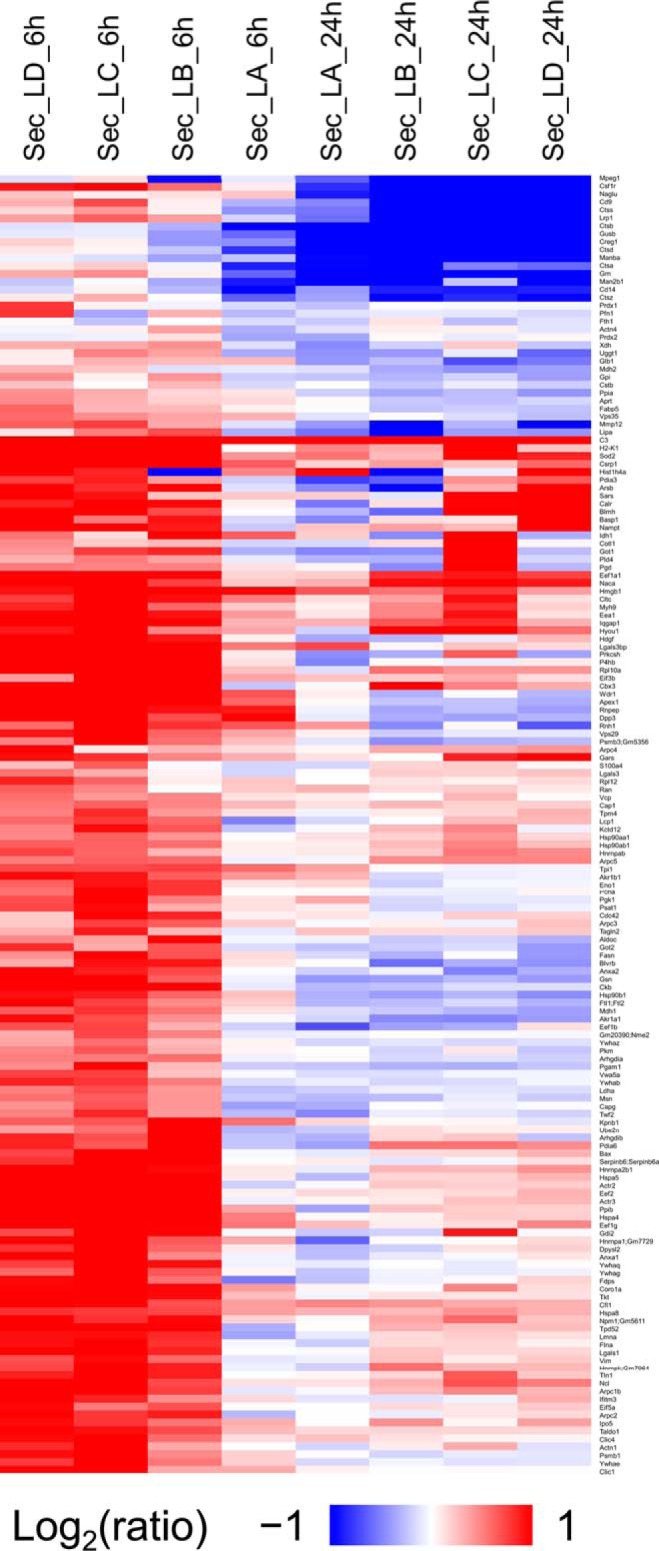
**Changes in the proteins common to all the data sets.** The heatmap represents the hierarchical clustering of the common proteins in the secretome for all the timepoints for the cells treated with LPS. The color key above represents the changes (log2 scale), from dark blue representing the largest decrease, to red representing the largest increase. Cells colored gray represent missing data. Each row is a protein and each column is a sample. Samples are named based on data type, treatment type, time point and replicate as described in “Data analysis”.

##### Most Evident Protein Level Changes in the Proteome and Secretome

We found a subset of proteins whose levels changed 2-fold or more (in any direction) in one or more of the treatment conditions for either the proteome or the secretome (Fig. 4). Clustering of this subset of proteins showing expression changes indicate samples from proteome and secretome are completely separated. We also observed this distinctive response of LPS treatment from PCA analysis (Fig. 2*B*). The proteins in the heatmap were sorted in the decreasing order based on the average expression fold change across all stimulations and timepoints. The top five proteins showing the strongest expression fold changes, *i.e.* Cxcl10, Cxcl2, Saa3, Tnf, and Ccl4, were identified only in the secretome analysis. Using this heatmap, we chose proteins from each group for the follow-up targeted proteomics experiment where cells were challenged with whole pathogens, described below.

**Fig. 4.**
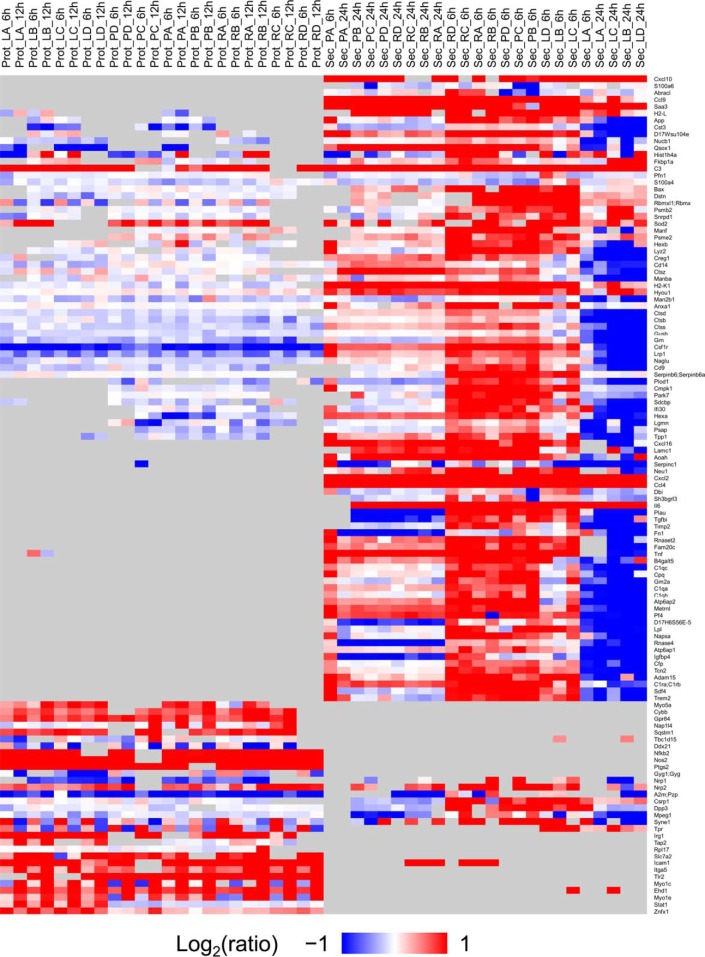
**Heatmap of proteins present in either the secretome or the proteome with fold change equal or larger than 2 induced by any TLR treatment.** The color key is on the left and represents the changes (log2 scale, fold change equal or larger than 2 (in either direction), from dark blue representing the largest decrease, to red representing the largest increase. Cells colored gray represent missing data. Each row is a protein and each column is a sample. Samples are named based on data type, treatment type, and time point as described in Data analysis. Proteins (or rows) are sorted (decreasing order) based on average fold change across all treatments.

##### Proteome, Secretome, and Transcriptome Correlation

In addition to our analysis of expression changes at the protein level, we also investigated if there was a correlation with microarray data profiling expression changes at the transcript level from RAW264.7 cells treated with the same TLR ligands for one, two, or four hours (Fig. 5*A*). 

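RAW264.7 cells, a mouse macrophage-like line, were exposed for 1, 2 or 4 h to 100 ng/ml LPS, 1 μM P3C, a synthetic lipopeptide, or 1 μM R848, an imidazoquinoline, or were left untreated. The deposited data hold 24 arrays in 12 groups of treatment and time, with 2 arrays per group that the methods describe as duplicate biological samples. The authors' non-normalized signal intensities cover 45281 probes, each with a detection p-value. The median signal per array was 95.8 to 115, and 12299 to 13917 probes per array had a detection p under 0.01. The number of arrays limits the precision of every value. Signals were log2-transformed and quantile-normalized over the 24 arrays, as the methods state, without background correction. Probes with a detection p under 0.01 on both arrays of at least 1 group were kept, and the brightest probe stood for its gene, which left 8622 genes. Each treated group was compared with the untreated cells of the same time in limma, and a gene was called at an adjusted p under 0.05. The methods describe no test for the array data. A gene whose signal did not exceed background on both arrays of the lower group is given as "at least" a fold, taken against the level at which probes pass detection. The arrays lay on 10 slides, and no slide held a treated array together with the untreated array of its time, so these comparisons could not be made within a slide. In another setting, called median scaling, each array was scaled by its median over all 45281 probes. Most of these probes were not detected, so signals near background set the scale. Calls that ended under this setting include some whose size held and some whose size shrank. In place of quantile normalization, it moved the median of all tested genes to −0.33 (log2) for LPS against untreated at 4 h. For LPS against P3C and against R848 at 4 h that median was −0.27 and −0.24. Directions of gene groups in these comparisons are therefore relative to the other genes on the arrays.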

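Txnip, which encodes a thioredoxin-binding protein, fell by 2.81 on the log2 scale after 1 h of LPS (SE 0.320, adjusted p = 3.8e-05, n = 2 arrays per group), while Nfkbiz, a nuclear IκB family member, rose by 5.11 (SE 0.126, adjusted p = 5.64e-13). Nfkbiz rose by 4.88 with P3C and by 5.16 with R848 at the same time. Rises after 4 h of LPS included Il1b, the interleukin-1β transcript, at least 89.9-fold (adjusted p = 6.31e-13), and Acod1, the itaconate-producing enzyme of activated macrophages, 4.83 (SE 0.183, adjusted p = 2.89e-11). Gpr183, an oxysterol receptor, fell by 2.64 (SE 0.114, adjusted p = 1.25e-10) and Klhl6 by 2.78 (SE 0.176, adjusted p = 9.82e-09). With LPS, 181 genes were higher and 122 lower at 1 h, 476 and 546 at 2 h, and 934 and 1377 at 4 h. The counts for P3C were 149 higher and 111 lower, 265 and 208, and 466 and 468, and those for R848 were 175 and 119, 288 and 279, and 543 and 550. Median scaling lowered the total of higher and lower genes for each ligand and time, and for LPS at 4 h gave 325 higher and 1429 lower.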

As untreated samples from the corresponding transcriptome, proteome, and secretome samples were used for calculating fold changes, these samples were not included in correlation analysis. We see a strong correlation (Pearson correlation of >0.5) between the transcriptome data and the 24 h secretome data for the TLR2 (P3C) and TLR7 (R848) stimulations, which is consistent with the lag needed for protein production and export. 

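Saa3, an acute-phase apolipoprotein that macrophages secrete, rose at 4 h by 2.27 (log2, SE 0.188, adjusted p = 9.02e-07, n = 2 arrays per group) with P3C and by 2.53 (SE 0.188, adjusted p = 2.3e-07) with R848. The paper's 24 h secretome values for Saa3 in Table S5 are 4.14 and 4.09. Ccl3, a macrophage chemokine, rose by 3.22 with P3C and by 3.21 with R848 (SE 0.234, adjusted p = 2.14e-07 and 1.92e-07), beside the paper's 24 h secretome values of 2.43 and 3.54. Across 76 genes with a 24 h P3C secretome value in Table S5, Pearson's r with the transcripts was 0.498 at 1 h, 0.486 at 2 h and 0.60 at 4 h (95% bootstrap interval at 4 h, 0.478 to 0.793, Spearman's rho 0.567). Across 87 genes for R848, r was 0.488, 0.513 and 0.548 at the same times (interval at 4 h, 0.419 to 0.756, rho 0.533). The protein columns for P3C and R848 were not in the copies of Tables S1 and S2 that could be read, so these correlations use the genes of Table S5, which the study selected for a change in transcript or protein. This choice was made after seeing the data. The correlations are across genes, which are not independent replicates, and 36 of them were computed for Table S5.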

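Cxcl10, a chemokine that attracts T cells, rose by 6.10 (log2, SE 0.253, adjusted p = 8.04e-11, n = 2 arrays per group) after 4 h of LPS, and the paper's 24 h LPS secretome value is 4.96; a dimmer probe of the gene changed by 0.32 and was not called. Saa3 transcripts rose by 3.75 (SE 0.188, adjusted p = 6.56e-10), beside a secretome value of 4.07 in the paper. Igfbp4, a secreted binding protein of insulin-like growth factors, went the other way: its transcript fell by 0.70 (SE 0.101, adjusted p = 9.07e-05; −0.33 and not called on its other probe), and the paper's 24 h value is −3.14. Across 270 genes of Table S2 with a transcript value, Pearson's r between the 24 h LPS secretome and the LPS transcripts was 0.318 at 1 h, 0.414 at 2 h and 0.496 at 4 h (95% bootstrap intervals 0.00777 to 0.554, 0.128 to 0.640 and 0.222 to 0.686). For the 6 h LPS secretome r was 0.698, 0.690 and 0.720 (intervals 0.377 to 0.820, 0.413 to 0.807 and 0.466 to 0.824), while Spearman's rho was 0.171, 0.191 and 0.251, and 19 of the proteins changed over 2-fold. Over the 151 genes with a secretome value for LPS in Table S5, a set chosen after seeing the data, r at 1, 2 and 4 h was 0.331, 0.417 and 0.460 for the 24 h secretome and 0.635, 0.650 and 0.634 for the 6 h secretome. The copy of Table S2 holds 315 proteins, fewer than the paper's LPS secretome, with 4 replicates at 6 h and 3 at 24 h. The paper describes this table as the proteins common to all treatments, so proteins found only with LPS are left out. Genes are not independent replicates in these correlations, of which 12 were computed over Tables S1 and S2.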

The TLR4 (LPS) secretome shows the weakest correlation with the transcriptome. This may be because of the large amount of down-regulation we see in the LPS secretome at the timepoints we examined. 

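Cd40, a costimulatory receptor, rose by 4.55 (log2, SE 0.156, adjusted p = 9.57e-12, n = 2 arrays per group) after 4 h of LPS, and the paper's proteome value at 12 h is 2.65. Cmpk2, a mitochondrial nucleotide kinase induced by interferon, rose by 4.43 (SE 0.216, adjusted p = 5.09e-10), with a paper value of 2.04. For Ifit2, which encodes an interferon-induced RNA-binding protein, the rise was 4.69 (SE 0.127, adjusted p = 6.31e-13) and the paper's 12 h proteome value 1.48. Across 800 genes of Table S1, Pearson's r between the LPS transcripts at 1, 2 and 4 h and the 6 h LPS proteome was 0.409, 0.441 and 0.436, and with the 12 h proteome it was 0.412, 0.468 and 0.491. The 95% bootstrap intervals at 4 h were 0.273 to 0.575 and 0.368 to 0.609, and Spearman's rho was 0.212 and 0.311. Only 7 of these proteins changed over 2-fold at 6 h and 11 at 12 h. The copy of Table S1 holds 982 proteins and states that 100 were left out. The paper describes this table as the proteins common to all ligands, not its whole LPS proteome.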

Interestingly, LPS proteome data shows the strongest correlation with the corresponding LPS transcriptome data. However, no such trend was observed for proteome data with R848 and P3C stimulations, as in both cases strong correlation was observed in secretome and transcriptome data. 

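Marcksl1, a membrane-bound regulator of actin, rose by 2.26 (log2, SE 0.346, adjusted p = 0.000369, n = 2 arrays per group) with P3C at 4 h, a call that ended under median scaling at 2.18, and the paper's 12 h proteome value in Table S5 is 1.48. Lrmp, a membrane protein of the endoplasmic reticulum, had a transcript difference of −0.46 with R848 (SE 0.246, adjusted p = 0.306) beside a paper proteome value of −6.76 at 12 h. Over the genes of Table S5 with a proteome value, 165 for P3C and 174 for R848, Pearson's r with the 4 h transcripts was 0.422 at 6 h and 0.517 at 12 h for P3C, and 0.293 and 0.403 for R848. The 95% bootstrap intervals were 0.266 to 0.580 and 0.353 to 0.657 for P3C, and 0.166 to 0.423 and 0.31 to 0.554 for R848. Over the 272 genes listed for LPS, r with the 4 h transcripts was 0.576 and 0.628.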

The signaling pathway stimulated by LPS is quite different from the pathways stimulated by R848 and P3C, which might have contributed to this difference in correlation patterns. Given that regulation of protein levels and activity can occur post-transcriptionally, proteome and secretome studies provide additional information about the cellular response to TLR activation that would be missed when looking at transcriptome data alone.

**Fig. 5.**
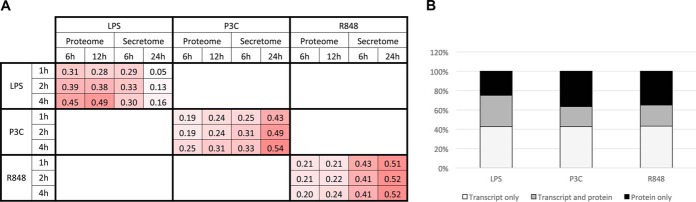
**Correlation between the proteome, secretome and transcriptome.** *A*, Pearson correlation values for the proteome and secretome data with microarray data from RAW264.7 cells treated with the same TLR ligands for one, two, or four hours. Log transformed (base 2) fold change data was used in call cases. *B*, The proportion of transcripts and proteins that exhibit more than 2-fold change in either direction at the protein level, but not at the transcript level (and *vice versa*) for each treatment.

We queried the transcriptomic and proteomic data sets for proteins that show less than 1.5- fold change in expression at the gene level but more than 1.5-fold change in expression at the protein level in the proteome or 2-fold in the secretome to identify proteins that may be subject to posttranscriptional regulation during the immune response to TLR activation. We observed 82, 70, and 72 proteins that exhibit significant changes in expression level at the protein level, but not at the gene level for the LPS, P3C, and R848 stimulations, respectively (Fig. 5*B* and supplemental Table S5). 

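Tsnax, which encodes the single-stranded DNA and RNA-binding protein translin-associated factor X, had the largest LPS proteome change among such genes, −3.80 (log2) at 12 h in Table S5, while its transcript differed by −0.37 at 4 h (SE 0.104, adjusted p = 0.0170, n = 2 arrays per group). Fxyd2, a regulatory subunit of the sodium pump, had a 24 h LPS secretome value of −2.95 in the paper and a transcript difference of −0.38 (SE 0.150, adjusted p = 0.0832). For P3C, Lrmp changed by −8.88 in the 24 h secretome and its transcript by −0.31 (SE 0.246, adjusted p = 0.573). With R848, the splicing factor Sf3a3 had a secretome value of −4.71 and a transcript difference of −0.21 (SE 0.102, adjusted p = 0.244), and Nrp2, a semaphorin receptor, a transcript difference of 0.37 at 4 h that passed the test (SE 0.0997, adjusted p = 0.0262).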

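With the transcript changes recomputed from the signals for the probe that Table S5 names, and the paper's protein values, 86 genes for LPS, 72 for P3C and 72 for R848 had a protein change over the stated limits and a transcript change under 1.5-fold at 1, 2 and 4 h. By the largest of its values in Table S5, the protein was higher after stimulation for 67, 53 and 60 of these genes. Of the 86 for LPS, 68 passed by a secretome value. The 6 h LPS secretome values of Table S5 lie above those of Table S2 by a median of 0.814, and on the scale of Table S2, an alternative chosen after seeing the data, the count for LPS was 49, with 29 higher. With an adjusted p in place of the 1.5-fold limit the counts were 47, 64 and 63. Transcript changes without a protein change were found for 139, 82 and 89 genes, and changes in both for 102, 38 and 45. In limma, 42, 12 and 12 of the genes counted for protein alone had a transcript with an adjusted p under 0.05 at 1 time or more. These changes under 1.5-fold passed a test whose spread was estimated within all groups. Treated and untreated arrays of a time lay on different slides, so a slide difference is not excluded for them. The transcripts of 8 genes for each ligand were not detected on both arrays of any group compared. Mmp13 and Ola1 for LPS were among them, and Ola1 was detected on 2 single arrays. Recomputed transcript values differed from those printed in Table S5 by a median of 0.00280, 0.00296 and 0.00280. At a 2-fold limit for transcripts and proteins, which the legend of Fig. 5B gives, 111, 62 and 72 genes were counted. From changes in protein that lack a change at the gene level, the paper proposes that these proteins may be subject to posttranscriptional regulation during the immune response to TLR activation.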

Included in these are immune-related proteins important for TLR signaling, such as complement C3, lysozyme C2, lymphocyte antigen 86, and IL6.

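C3, the central component of complement, rose to a log2 signal of 7.85 ± 0.03 (SD, n = 2) after 4 h of LPS from 7.15 ± 0.08 (SD, n = 2) in untreated cells, a difference of 0.70 (SE 0.134, adjusted p = 0.00105 in limma). With P3C the difference was 0.34 (adjusted p = 0.13) and with R848 0.26 (adjusted p = 0.265). The differences in C3 between LPS and P3C, 0.36, and between LPS and R848, 0.44, did not pass the test (adjusted p = 0.173 and 0.0842); with the slide as a random block they did, at 0.38 and 0.46, as did P3C against untreated at 0.31. Il6, the interleukin-6 transcript, was above background on both LPS arrays at 4 h, at least 1.44-fold higher than in untreated cells (adjusted p = 1.37e-06), and on no array of P3C, R848 or untreated cells at 4 h. LPS exceeded P3C in Il6 by at least 1.43-fold (adjusted p = 5.99e-06) and R848 by at least 1.43-fold (adjusted p = 1.35e-05). Lyz2, the macrophage lysozyme, was among the brightest transcripts and differed by −0.19, 0.03 and −0.12 for LPS, P3C and R848 at 4 h (SE 0.0877, adjusted p = 0.124, 0.891 and 0.467), and with pooled untreated cells the LPS difference was called, at −0.25. Neither of its other detected probes was called at any time, though they differed by −1.01 and −0.53 with LPS, −0.39 and −0.27 with P3C and −0.44 and −0.39 with R848 at 4 h, and the first of them was over 1.5-fold higher at 2 h with each ligand, by 0.62, 0.63 and 0.60. Ly86, which encodes the MD-1 partner of the receptor RP105, differed by 0.04, −0.37 and −0.39 (SE 0.157, adjusted p = 0.888, 0.171 and 0.133, with R848 called when untreated cells were pooled) and fell by 0.57 with P3C at 2 h (adjusted p = 0.0463; not called under neqc or median scaling, with pooled untreated cells, or without untreated B or either P3C array). The paper's 24 h secretome values for LPS, P3C and R848 are 2.23, 2.91 and 2.86 for C3, 1.74, 1.86 and 2.28 for Il6 and −1.97, −0.05 and −0.14 for Lyz2. Of 7 tested genes of complement and lysozyme, 3 rose with LPS at 4 h, all 3 also when adjusted over the list alone, none fell, and none changed with P3C or R848. Besides C3, these were C5ar1, the C5a receptor, at least 1.98-fold (adjusted p = 0.000266), and Cfb, complement factor B, at least 1.11-fold (adjusted p = 0.0110; not called under median scaling or without untreated A, untreated B or LPS B). The list did not pass the camera test (adjusted p = 0.0590), and did under neqc background correction, median scaling and a replicate block, and with P3C under median scaling.

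**Figure D1:**
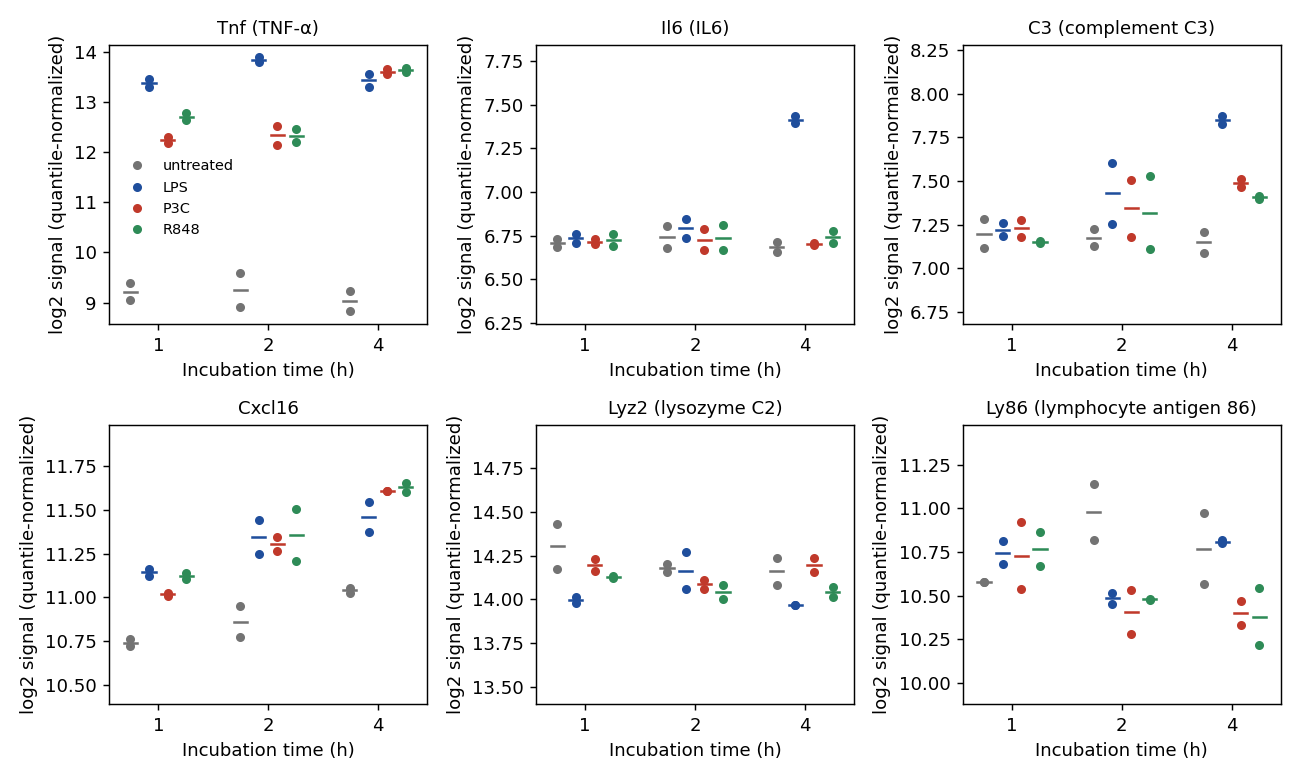
Log2 quantile-normalized signal (y axis) of Tnf, Il6, C3, Cxcl16, Lyz2 and Ly86 at 1, 2 and 4 h (x axis) in untreated cells (grey) and cells given LPS (blue), P3C (red) or R848 (green); points are single arrays and bars are means of 2 arrays. At 4 h, C3 averaged 7.85 with LPS and 7.15 in untreated cells, Il6 averaged 7.41 with LPS and 6.68 in untreated cells, and Lyz2 lay between 13.97 and 14.20 in every group.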

We performed the enrichment analysis of the biological processes for the proteins that were up- or down- regulated without a change at the transcript level or *vice versa*, and for the proteins whose changes correlated with the transcript level change. In the proteome data set, the main biological processes identified as enriched by DAVID were: *immune response, response to wounding,* and *DNA metabolic process* (Fig. 6*A*). 

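Among 23 tested NF-κB targets and feedback regulators, 21 rose with LPS at 4 h, 18 with P3C and 19 with R848, and none fell (22, 20 and 19 rose when adjusted over the list alone). Their median log2 change was 1.90, 1.69 and 1.77, and each list passed limma's camera test against all other genes (adjusted p = 1.37e-21, 4.29e-26 and 1.37e-25). Of 22 cytokines and growth factors, 17 rose with LPS, 10 with P3C and 12 with R848, with medians of 1.69, 0.52 and 0.67 (17, 12 and 14 adjusted over the list alone, where 1 fell with LPS; camera adjusted p = 2.67e-22, 3.5e-16 and 1e-18). Il1a, the interleukin-1α transcript, rose at least 32.2-fold with LPS, 4.20-fold with P3C and 6.72-fold with R848 (adjusted p = 3.97e-13, 1.93e-08 and 1.3e-09, n = 2 arrays per group). LPS against P3C gave 12 higher cytokine and growth factor genes and none lower (13 and 1 over the list alone), with a median of 0.64, and LPS against R848 gave 12 higher and 1 lower (14 and 2) with a median of 0.65. In replicate B, where the 3 ligands shared a slide at 4 h, these medians were 0.70 and 0.64. For the NF-κB targets only 2 genes were higher with LPS than with P3C and 2 than with R848 (8 and 6 over the list alone); the medians of 0.29 and 0.23 became −0.04 and −0.02 under median scaling, and the camera call for these pairs was lost (adjusted p = 0.121 and 0.237 with an estimated correlation). Between R848 and P3C no NF-κB target was called, also over the list alone, the median was 0.04, and the camera call (adjusted p = 0.000921) was lost as well (adjusted p = 0.291 with an estimated correlation). No cytokine or growth factor was called between R848 and P3C (4 higher over the list alone), with a median of 0.05. That list kept its camera call (adjusted p = 9.91e-12, and 0.00192 with an estimated correlation). The calls for NF-κB targets against untreated cells, and those for cytokines and growth factors, held at 4 h with an estimated correlation. Camera tests between ligands were added after the ligand tests had been seen. The gene lists here and below were fixed before the data were examined and cover tested genes of the arrays. They are not the gene sets of the paper's DAVID analysis, so their counts do not test its enriched processes directly.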

The *immune response* was controlled both at the transcript and protein level for all three ligands, though the LPS data set had a much stronger transcript component in the response than the P3C and R848 data sets. The *response to wounding* was controlled only at the transcript level for the LPS stimulation (except for NOS2 and PTGS2) whereas both the P3C and R848 stimulations displayed responses that were either solely at the transcript level (for example STAT3, CD44) or at the protein level (for example NOS2, CD81). Both the *immune response* and the *response to wounding* associated genes and proteins were up-regulated for both the transcriptome and the proteome for all three ligands. 

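Nos2, the inducible nitric oxide synthase, was above background on both arrays of every ligand at 4 h and on neither untreated array. It was at least 1.58-fold higher with LPS (adjusted p = 1.15e-07, n = 2 arrays per group), at least 1.05-fold with P3C (adjusted p = 0.0874) and at least 1.13-fold with R848 (adjusted p = 0.00500; not called under median scaling, without untreated A at 0.21 or without R848 A at 0.23). LPS exceeded P3C in Nos2 by 0.59 (log2, SE 0.0588, adjusted p = 6.06e-06) and R848 by 0.48 (adjusted p = 6.39e-05; 0.30 and not called under median scaling). Stat3, the transcription factor downstream of interleukin-6 family receptors, rose by 1.59 with LPS (SE 0.234, adjusted p = 9.54e-05) and differed by 0.26 with P3C and 0.40 with R848 (adjusted p = 0.613 and 0.339). Of its other probes, 1 gave 0.30 with P3C, called at an adjusted p of 0.0494, and 0.29 with R848 (adjusted p = 0.0541). The remaining one gave 0.28 and 0.39, not called. In Stat3 LPS exceeded both (1.34 and 1.20, adjusted p = 0.00173 and 0.00498), though not under median scaling, and the LPS to R848 difference was not called without LPS A or R848 B. Cd44, the hyaluronan receptor, rose by 1.56, 0.97 and 1.25 for LPS, P3C and R848 (SE 0.169, adjusted p = 4.3e-06, 0.00117 and 0.000100), while another probe of the gene gave 0.08, 0.05 and 0.15 and was not called. Cd81, a tetraspanin, fell by 0.65, 0.52 and 0.61 (SE 0.144, adjusted p = 0.00308, 0.0308 and 0.0105). The calls for Cd81 with P3C and R848 ended under median scaling, where its differences were −0.57 and −0.71, and without untreated A or either array of the ligand, and for P3C also without untreated B. Ptgs2, which encodes cyclooxygenase-2, was not detected on both arrays of any group and was not tested.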

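Plaur, the urokinase receptor, rose at 4 h by 3.02 with LPS, 2.38 with P3C and 2.41 with R848 (log2, SE 0.156, adjusted p = 9.59e-10, 7.18e-08 and 5.44e-08, n = 2 arrays per group). Timp1, an inhibitor of matrix metalloproteinases, rose at least 5.28-fold, 1.58-fold and 1.96-fold (adjusted p = 5.68e-10, 0.000826 and 2.44e-05), and Mmp9, the gelatinase, at least 2.19-fold, 2.08-fold and 2.40-fold (adjusted p = 1.36e-07, 1.05e-06 and 1.49e-07). Of 34 tested genes of wound healing, coagulation and matrix, 15 rose and 4 fell with LPS, 11 rose and 4 fell with P3C, and 12 rose and 4 fell with R848 (15 and 5, 18 and 5, and 18 and 5 adjusted over the list alone). The median change was 0.36, 0.26 and 0.29; under median scaling the LPS median was 0.00. The list lay above the other genes in each comparison (camera adjusted p = 6.9e-06, 3.73e-06 and 2.7e-07, and with an estimated correlation 0.000528 for LPS). Tgfbr1, a receptor of transforming growth factor β, was among the genes that fell, by 2.04, 1.27 and 1.20 (SE 0.132, adjusted p = 1.27e-08, 8.85e-06 and 1.22e-05); for P3C and R848 its other probe gave −0.19 and −0.18 and was not called, and the calls ended under median scaling. Among 30 Toll-like receptors, co-receptors and adaptors, 14 rose and 4 fell with LPS, and 6 rose and 1 fell with P3C and with R848 (14 and 4, 6 and 2, and 11 and 2 over the list alone). Their medians were 0.29, 0.23 and 0.18, with −0.02 for LPS under median scaling (camera adjusted p = 4.21e-05, 0.000537 and 0.000319). Irak2, a kinase of the MyD88 pathway, rose by 1.76, 1.59 and 1.58 (SE 0.101, adjusted p = 3.42e-09, 5.21e-08 and 4.93e-08), and Tlr4 fell by 0.53, 0.53 and 0.63 (SE 0.0844, adjusted p = 0.000229, 0.000525 and 9.6e-05; not called for P3C and R848 under median scaling).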

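Msh6, a mismatch repair protein, fell at 4 h by 1.67 with LPS, 1.10 with P3C and 1.23 with R848 (log2, SE 0.202, adjusted p = 1.41e-05, 0.00184 and 0.000618, n = 2 arrays per group). Uhrf1, which maintains DNA methylation at replication, fell by 1.6, 0.94 and 1.17 (SE 0.191, adjusted p = 1.19e-05, 0.00376 and 0.000570; the P3C call ended under median scaling). Tk1, the thymidine kinase of dividing cells, fell by 1.89, 1.56 and 1.52 (SE 0.201, adjusted p = 3.75e-06, 7.14e-05 and 8.1e-05; the P3C and R848 calls ended under median scaling, and a dimmer probe was not called for LPS). Of 63 tested genes of DNA replication and repair, 34 fell and 2 rose with LPS, 23 fell and none rose with P3C, and 27 fell and 1 rose with R848 (41 and 2, 29 and 2, and 36 and 2 adjusted over the list alone). The median change was −0.57, −0.38 and −0.43, and −0.99, −0.45 and −0.57 under median scaling; the list lay below the other genes for each ligand (camera adjusted p = 3.64e-09, 4.88e-13 and 7.83e-14). At 2 h the counts were 15 lower and 1 higher with LPS, and 9 lower and none higher with P3C and with R848 (16 and 1, 14 and 0, and 12 and 0 over the list alone). Of 34 genes of mitosis and the G2/M phase, 17, 4 and 6 fell at 4 h and none rose (21, 9 and 10 over the list alone), with medians of −0.58, −0.27 and −0.34 (camera adjusted p = 6.42e-06, 0.000479 and 2.8e-05). Sod2, the mitochondrial superoxide dismutase, rose by 0.88, 0.69 and 0.50 at 4 h (SE 0.100, adjusted p = 7.16e-06, 0.000214 and 0.00313); its P3C and R848 calls ended under median scaling at 0.67 and 0.46.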

The *DNA metabolic process* was negatively regulated for all three ligands at the transcript level except for SOD2, which was positively regulated at the protein and transcript level for all three ligands. The *immune response* was ligand dependent with the strongest amplitude in the response seen for the TLR4 stimulation. Both the *response to wounding* and the *DNA metabolic process* did not seem to be ligand dependent. 

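Ccl5, a chemokine for T cells and monocytes, was higher with LPS than with P3C by 4.77 at 4 h (log2, SE 0.196, adjusted p = 2.15e-10, n = 2 arrays per group) and than with R848 by 3.85 (SE 0.196, adjusted p = 3.18e-09). Rsad2, the antiviral protein viperin, rose against untreated cells by 5.25 with LPS, 2.15 with P3C and 2.61 with R848 (SE 0.284, adjusted p = 1.66e-09, 9.16e-05 and 1.15e-05), and LPS exceeded P3C by 3.10 and R848 by 2.64 (adjusted p = 2.33e-06 and 1.64e-05). Of 44 tested interferon-stimulated genes, 42 rose with LPS, 29 with P3C and 35 with R848 and none fell (44, 36 and 37 adjusted over the list alone), with median changes of 1.88, 0.73 and 0.84 (camera adjusted p = 2.79e-48, 2.95e-31 and 1.61e-35). Compared directly, 34 of them were higher with LPS than with P3C and 30 than with R848, and none was lower (39 and 38 over the list alone). The median differences were 1.10 and 0.90, or 0.95 and 0.83 within the slide of replicate B (camera adjusted p = 1e-68 for P3C, and 0.000123 with an estimated correlation). Of 22 genes of antigen presentation by MHC class I, 13 rose with LPS and 5 each with P3C and R848, and none fell (15, 6 and 7 over the list alone, where 1 fell with LPS). Their medians were 0.61, 0.19 and 0.21 (camera adjusted p = 2.06e-09, 0.0131 and 0.00168); the P3C and R848 calls were lost (adjusted p = 0.136 and 0.0650 with an estimated correlation). Tap1, a subunit of the peptide transporter, rose by 1.6 with LPS (SE 0.0837, adjusted p = 1.13e-09), and 9 of these genes were higher with LPS than with P3C and 9 than with R848 (12 and 10 over the list alone; medians 0.44 and 0.43).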

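Lhfpl2, a tetraspan membrane protein, was lower with LPS than with the other ligands, by −1.14 against P3C and −1.15 against R848 at 4 h (log2, SE 0.0764, adjusted p = 6.57e-08 and 8.51e-08, n = 2 arrays per group). Hdc, the enzyme that makes histamine, was higher with LPS by 3.03 and 2.83 (SE 0.191, adjusted p = 3.95e-08 and 9.59e-08). In all, 352 genes were higher and 149 lower with LPS than with P3C at 4 h, and 298 higher and 106 lower than with R848. With the slide as a random block the counts were 661 higher and 951 lower against P3C, and 661 and 908 against R848. Median scaling gave 85 higher and 54 lower, and 71 and 27. No gene differed between R848 and P3C at 4 h in limma. Of 8622 genes, 61 had an unadjusted p under 0.05, fewer than chance alone would give. R848 and P3C shared a slide in both replicates at 4 h, and LPS shared one with them only in replicate B. The spread of each gene was estimated from all groups and includes slide differences, so the test was cautious for this pair. Its count is therefore not like for like with those for LPS. With the slide as a random block 4 genes were called. The median half-width of the 95% interval was 0.27, and for 99.3% of genes the interval excluded a 2-fold difference between R848 and P3C. Against P3C, the interferon-stimulated genes as a list were higher with R848 by a median of 0.13, with no member called (1 over the list alone; camera adjusted p = 8.04e-22, and 0.00378 with an estimated correlation).

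**Figure D2:**
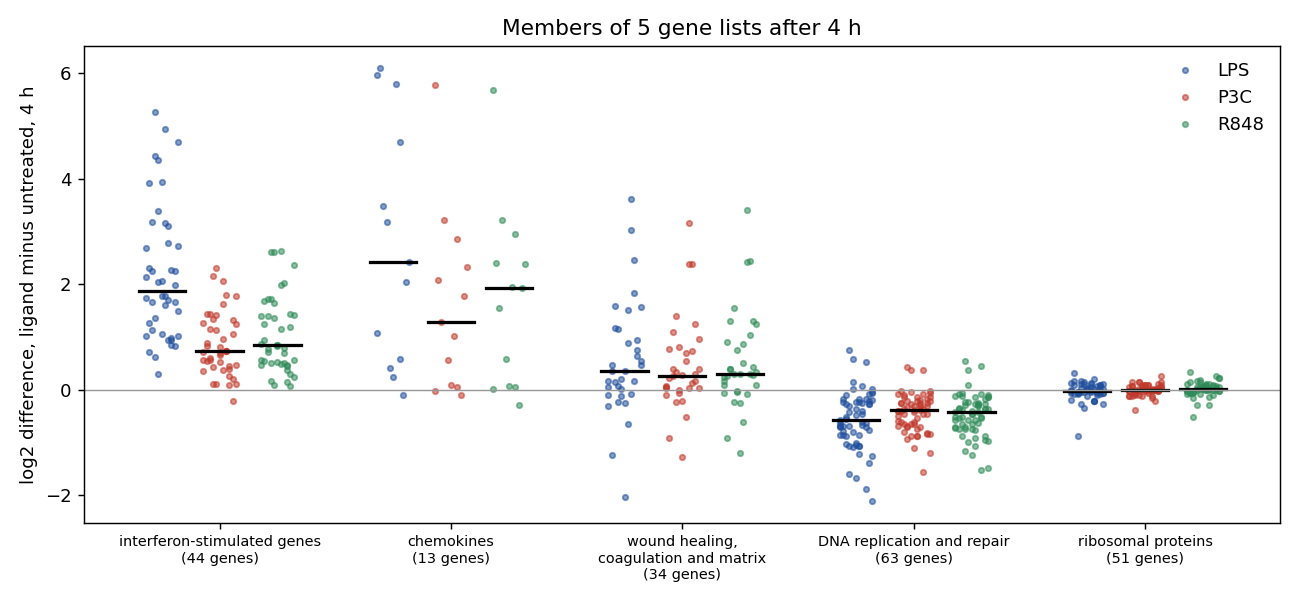
Log2 change against untreated cells at 4 h (y axis) with LPS (blue), P3C (red) and R848 (green) for the tested genes of 5 lists (x axis): interferon-stimulated genes (44), chemokines (13), wound healing, coagulation and matrix (34), DNA replication and repair (63) and ribosomal proteins (51). Dots are genes and bars are medians; the median of the interferon-stimulated genes is 1.88 with LPS and 0.73 with P3C, and that of DNA replication and repair is −0.57 and −0.38. Under median scaling the LPS median of the wound healing list is 0.00 and the R848 median of the ribosomal proteins turns from 0.02 to −0.02.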

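Timp1 was higher with LPS than with P3C by 1.74 and than with R848 by 1.43 at 4 h (log2, SE 0.122, adjusted p = 1.14e-07 and 1.25e-06, n = 2 arrays per group), whereas Mmp9 differed by 0.07 and −0.13 (SE 0.0923, adjusted p = 0.845 and 0.612). In the wound healing, coagulation and matrix list, 7 genes were higher and 2 lower with LPS than with P3C, and likewise 7 and 2 against R848 (9 and 3, and 7 and 3, adjusted over the list alone). The median differences were 0.01, which turned to −0.23 under median scaling, and −0.00, opposite in sign to the direction of the camera test; that test passed against P3C (adjusted p = 0.00996) and not against R848 (0.0843). Within the slide of replicate B the medians were 0.03 and 0.02. No gene of the list differed between R848 and P3C, though the list as a whole lay higher with R848, by a median of 0.05 (camera adjusted p = 0.000442). Among the genes of DNA replication and repair, 2 were lower and none higher with LPS than with P3C and than with R848 (2 and 1 over the list alone). Ung, a uracil-DNA glycosylase, was 1 of them, lower with LPS by −0.91 and −0.62 (SE 0.121, adjusted p = 0.000137 and 0.00481; neither called under median scaling or on the other probes, and the R848 difference not called without R848 B). The list's median differences were −0.15 against P3C (camera adjusted p = 0.0271), −0.10 against R848 (0.201) and, for R848 against P3C, −0.05 (0.00344); within the slide of replicate B they were −0.13, −0.08 and −0.05. Among the genes of mitosis and the G2/M phase, 4 were lower with LPS than with P3C and 2 than with R848, none was higher, and none differed between R848 and P3C, also over the list alone. The median differences were −0.25, −0.14 and, for R848 against P3C, −0.05 (camera adjusted p = 0.000396, 0.0105 and 0.00203, and 0.00472, 0.0264 and 0.0106 with an estimated correlation), and −0.15, −0.12 and −0.07 within the slide of replicate B.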

(Fig. 6*A*).

**Fig. 6.**
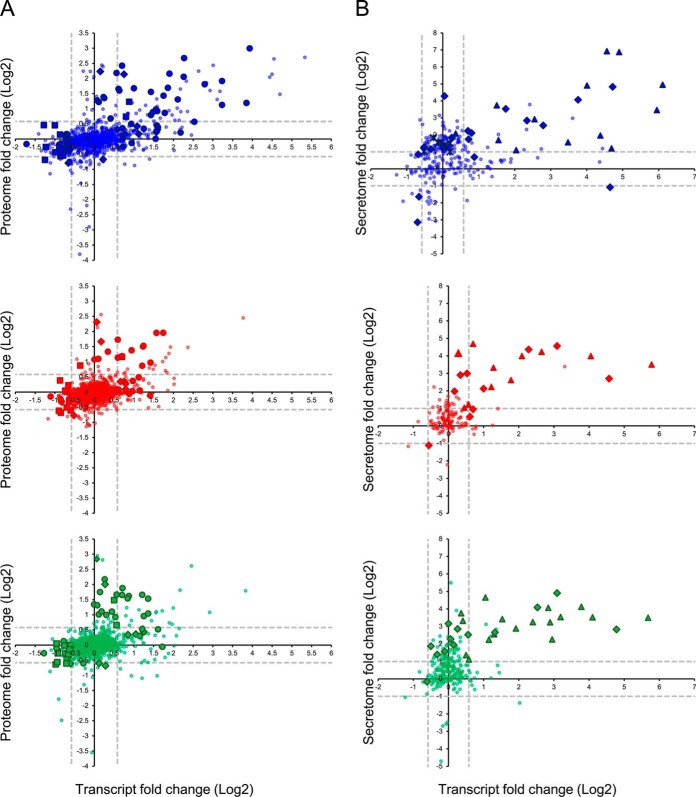
**Enrichment analysis using DAVID.** Three most enriched processes are shown for (*A*) proteome and (*B*) secretome data sets. The color of the symbols indicates treatment type: the blue symbols represent data points from the LPS treatment, the red symbols represent data points from the P3C treatment, and the green symbols represent data points from the R848 treatment. The shape of the symbols indicates the cellular process: circles represent the immune response, diamonds represent the response to wounding, squares represent the DNA metabolic process, triangles represent chemotaxis and crosses represent translation.

For the secretome (Fig. 6*B*), the three main processes that were enriched are: *translation, chemotaxis* and *response to wounding. Translation* was identified only in the LPS stimulation data set and only at the protein level. 

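Rpl22, a protein of the large ribosomal subunit, fell at 4 h by 0.88 with LPS, 0.37 with P3C and 0.52 with R848 (log2, SE 0.0951, adjusted p = 4.13e-06, 0.0174 and 0.00160, n = 2 arrays per group); the P3C and R848 calls ended under median scaling, and the P3C call without P3C A, untreated A or untreated B. It was the only 1 of 51 tested ribosomal protein genes called at 4 h, and none was called higher for any ligand (adjusted over the list alone, 1, 0 and 1 fell). The median change of the list was −0.02, 0.00 and 0.02 for LPS, P3C and R848, with −0.14, 0.01 and −0.02 under median scaling, and the list did not differ from the other genes (camera adjusted p = 0.783, 0.814 and 0.660). At 1 h, median scaling gave a LPS median of 0.19 in place of −0.01 and a camera call. Among 48 translation factors and aminoacyl-tRNA synthetases, 3 rose and 1 fell with LPS, and 3 rose and none fell with P3C and with R848; none was called when adjusted over the list alone. The medians were −0.05, 0.03 and 0.02, the last turning to −0.01 under median scaling (camera adjusted p = 0.664, 0.115 and 0.0679). Eif6, which keeps ribosomal subunits apart, rose by 0.32, 0.32 and 0.33 (SE 0.0947, adjusted p = 0.0221, 0.0397 and 0.0326), calls that ended under neqc, under median scaling and without untreated A or an array of the ligand.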

*Response to wounding* was identified for the three stimulations at the protein and transcript level. The protein response for all three ligands was mostly positive for all three ligands; the transcript response was mostly positive in the P3C data set whereas the responses to LPS and R848 had more of a negative transcript response component. 

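Pdgfb, a subunit of platelet-derived growth factor, rose at 4 h by 1.84 with LPS, 2.38 with P3C and 2.43 with R848 (log2, SE 0.30, adjusted p = 0.000269, 5.94e-05 and 4.08e-05, n = 2 arrays per group); its other probe gave 0.30, 0.39 and 0.47 and was not called, and the LPS call ended under median scaling. Igfbp4 fell with P3C by 0.55 and with R848 by 0.61 (SE 0.101, adjusted p = 0.00171 and 0.000697), calls that ended under median scaling and on its other probe. At 1 h, 6 genes of the wound healing, coagulation and matrix list rose with LPS, 2 with P3C and 5 with R848, and none fell, also when adjusted over the list alone. At 2 h, 12 rose and 2 fell with LPS, 8 rose and 2 fell with P3C, and 9 rose and 3 fell with R848 (16 and 3, 11 and 3, and 12 and 3 over the list alone), with medians of 0.24, 0.09 and 0.16 (camera adjusted p = 4.81e-06, 0.000139 and 1.59e-05).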

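Ccl2, the monocyte chemoattractant MCP-1, was below background in untreated cells at 4 h and at least 25.2-fold higher with LPS, 7.05-fold with P3C and 7.58-fold with R848 (adjusted p = 1.48e-13, 2.14e-10 and 1.27e-10, n = 2 arrays per group). Cxcl2, a neutrophil chemoattractant, was likewise at least 59.6-fold, 52.5-fold and 49.2-fold higher (adjusted p = 2.49e-10, 2.52e-09 and 2.4e-09). Ccl9 rose by 2.04, 1.78 and 1.93 (log2, SE 0.202, adjusted p = 1.62e-06, 2.15e-05 and 7.86e-06). Of 13 tested chemokine genes, 12 rose with LPS, 9 with P3C and 9 with R848 and none fell, with the same counts when adjusted over the list alone. The median change was 2.41, 1.29 and 1.93 (camera adjusted p = 8.08e-18, 3.07e-15 and 4.73e-15).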

*Chemotaxis* was also identified for all three stimulations, and the changes were observed at the transcript and protein level. Again, the response amplitude for all three ligands for both the *response to wounding* and *chemotaxis* was not ligand dependent.

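Ccl2 was higher with LPS than with P3C by 1.84 at 4 h and than with R848 by 1.73 (log2, SE 0.108, adjusted p = 1.74e-08 and 3.93e-08, n = 2 arrays per group). Cxcl2 differed by 0.18 and 0.28 (SE 0.273, adjusted p = 0.871 and 0.770), with −0.02 against P3C under median scaling. Ccl3 differed by −0.04 and −0.02 (SE 0.234, adjusted p = 0.980 and 0.993), and Ccl4, another macrophage inflammatory protein, by 0.09 and 0.04 (SE 0.143, adjusted p = 0.882 and 0.966). In all, 6 of the 13 chemokine genes were higher with LPS than with P3C and 6 than with R848, and none was lower, also when adjusted over the list alone. The median differences were 0.26 and 0.28 (camera adjusted p = 3.89e-13 and 1.67e-13, and 0.000541 for P3C with an estimated correlation), and 0.35 and 0.53 within the slide of replicate B. Between R848 and P3C no chemokine was called (1 higher over the list alone), and the median difference was 0.04; the camera call (adjusted p = 0.00195) was lost (adjusted p = 0.0569 with an estimated correlation).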

##### Whole Bacteria Stimulation Results

To investigate the changes in protein expression when macrophages are presented with complex combinations of ligands, we performed stimulations of the cells with whole pathogens. A similar time course to the one with the single ligand treatments was performed using heat-killed Gram-positive *S. aureus* or Gram-negative *P. aeruginosa* or live *B. cenocepacia* as an intracellular pathogen. For this analysis, a targeted proteomics approach was used to specifically measure a subset of proteins exhibiting significant fold changes in the secretome samples of the single ligand stimulations. This subset consisted of 28 proteins associated with the top 10 biological process GO terms showing significant regulation (supplemental Table S6). Among these, we chose cytokines (IL6, TNF-α), chemokines (Ccl4, Cxcl2, Ccl9), and complement factors (C1qa, C1qb, C1qc, C3, Cfp), because of their biological importance in the immune response, and other proteins whose fold changes at the protein level were significant. We have obtained quantitative measurements for 24 of the 28 targeted proteins. For most of the targeted proteins we observed the same direction of changes (Fig. 7), although the magnitude of the response varied. The response for some of the proteins suggested roughly the same magnitude of changes when comparing the single-ligand and whole-pathogen stimulations (CD14, Man2b1; Fig. 7*A* and 7*B*). For others, stimulation with whole pathogens suggested a response distinct from the treatment with individual ligands. For example, the results for C3 (Fig. 7*C*) and CCL9 (Fig. 7*D*) suggested a weaker response to whole pathogens than single ligands, whereas other proteins, including Bax, C1qb, Lyz2, and H2-K1 (Fig. 7*E*, 7*F* 7*G*, and 7*H*, respectively), seemed to be more up-regulated with whole pathogen treatment compared with single ligands.

**Fig. 7.**
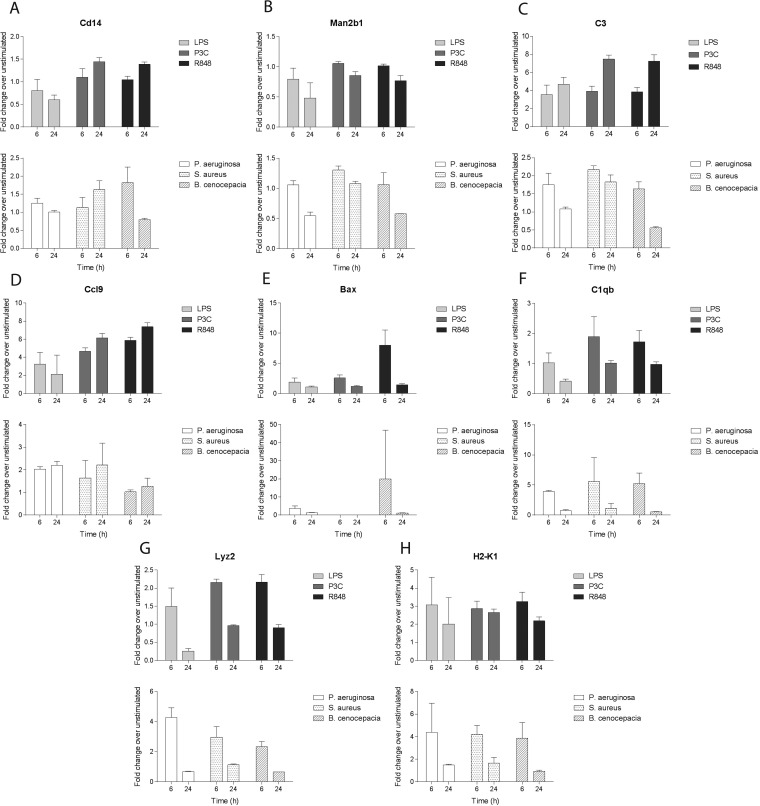
**The targeted proteomics results of the heat-killed pathogen challenge compared with the results obtained for the single ligand stimulations.** Eight representative proteins are depicted. (*A*: Cd14, cluster of differentiation 14; *B*: Man2B1, lysosomal alpha-mannosidase; *C*: C3, complement factor 3; *D*: Ccl9, chemokine (C-C motif) ligand 9; *E*: Bax, Bcl-2-associated X protein; *F*: C1qb, complement factor C1qb; *G*: Lyz2, lysozyme C2; *H*: H2-K1, H-2 class I histocompatibility antigen, K-B alpha chain). The top graphs in each panel indicate fold changes upon 6h and 24h treatments with LPS (*light gray*), P3c (*dark gray*) and R848 (*black*). The bottom panels indicate fold changes upon 6h and 24h treatments with P. aeruginosa (white), S. aureus (dotted) and B. cenocepacia (hatched).

## DISCUSSION

TLRs are essential sensors of the innate immune system and among the first to detect invading microbial pathogens. Each TLR recognizes different microbe-derived molecules and elicits a different immune response despite activating the canonical signaling components that are shared by all TLRs. As a result of these signaling cascades, immune cells release factors important for cellular communication and propagation of the immune response. These proteins can be released by a variety of mechanisms and make up a subproteome known as the secretome. We have used mass spectrometry-based proteomic methods to perform global profiling of both the intracellular and extracellular macrophage responses to three TLR ligands at the protein level to gain a systems-level understanding of this important innate immune signaling network. Of the three ligands used, we observe that the response to TLR4 activation is more distinct than the responses to TLR2 and TLR7 stimulation, which are more similar to each other.

The significant amount of downregulation after the initial burst of upregulation for many inflammatory cytokines during the LPS stimulation may suggest that the TLR4 response, although the most intense, is rapidly shut off. We also observed that the magnitude of upregulation and downregulation is stronger in the secretome data set than the proteome data set. This strong response is likely required to accumulate sufficient signaling components in the extracellular milieu for activation of neighboring cells and propagation of the immune response. The difference between TLR4 and TLR2/TLR7 induced signals can likely be explained by TLR4 uniquely acting through two adaptor pathways, MyD88 and TRIF.

There is continuing debate on the concordance of transcripts and protein abundances (58), and the precise mechanisms that act at the post-transcriptional level remain to be elucidated (59–61). Cross-species comparisons suggest that orthologous protein levels correlate better than the corresponding transcript abundances indicating that the mechanisms to achieve a particular protein level evolve rapidly (35) and may include many different mechanisms such as altered protein stability, translational efficiency and ribosomal abundance (62–64). This could explain why the proteins involved in the innate immune response do not correlate well with their corresponding transcripts as they are the first line of defense and have evolved to act rapidly in the presence of a pathogen. On the other hand, the adaptive immune system needs more time to react and perhaps this can account for a better correlation between the transcript and the protein levels for that particular pathway. The poorer correlation between transcript and protein for the secretome for all three biological processes can be explained in the same manner as above; they are all essential for the survival of the cell and need to be established quickly. We have observed select proteins involved in chemotaxis and the innate immune response that do not display any change in the transcript levels at the timepoints we have investigated (for example, CXCL16, C3, and IL6). However, in a general analysis, chemotaxis proteins exhibit a correlation between transcript and protein in the secretome study. 

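Cxcl16, a chemokine made both as a membrane-bound scavenger receptor and in soluble form, rose with LPS by 0.40 at 1 h, 0.48 at 2 h and 0.42 at 4 h (log2, SE 0.0949, adjusted p = 0.0269, 0.00285 and 0.00358, n = 2 arrays per group). With P3C its differences were 0.28, 0.45 and 0.57 (adjusted p = 0.186, 0.0102 and 0.000797), and with R848 0.38, 0.50 and 0.59 (adjusted p = 0.0374, 0.00356 and 0.000498). All of these calls ended under median scaling, at 0.11, 0.54 and 0.51 for LPS, P3C and R848 at 4 h, and the 4 h calls also on a dimmer probe at 0.36, 0.47 and 0.44. The calls at 1 h ended without any 1 of their arrays, and the LPS call at 4 h without LPS A. C3 differed with LPS by 0.02 at 1 h and 0.25 at 2 h (SE 0.134, adjusted p = 0.983 and 0.286), before its rise at 4 h. At 1 and 2 h the C3 differences with P3C were 0.03 and 0.17, and with R848 −0.05 and 0.14, none of them called. Il6 was below background with each ligand at 1 and 2 h.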

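Ccl9 and Cxcl10 transcripts rose with each ligand at 4 h, and the paper's 24 h secretome values in Table S5 are 1.10 with LPS, 2.62 with P3C and 2.88 with R848 for Ccl9, and 3.99 with P3C and 3.25 with R848 for Cxcl10. The Cxcl10 transcript rose by 2.08 with P3C and 2.40 with R848 (log2, SE 0.253, adjusted p = 4.07e-05 and 8.23e-06, n = 2 arrays per group), with 0.03 and 0.09 on its dimmer probe. Ccl4 rose by 2.41, 2.32 and 2.37 with LPS, P3C and R848 (SE 0.143, adjusted p = 4.6e-09, 3.49e-08 and 2.26e-08), beside paper values of 1.96, 3.31 and 3.52. For Ccl2 the paper's values are 1.20, 3.28 and 2.26, and for Cxcl2 3.46, 3.51 and 3.50.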

The fact that there are a few proteins that are also involved in chemotaxis and do not show a change in transcript level in our study could be because of a sampling time problem because those proteins are not found in the proteome analysis and thus most likely are not stored in the cell. Accumulation of protein in the media cannot account for the poor correlation because for all three stimulations, proteins belonging to the 20S and the 26S proteasome subunits have been identified in the secretome. Previous studies have shown that the proteasome retains its enzymatic activity in the extracellular environment (65), and this could have contributed to the decrease in the amounts of certain proteins in the conditioned media with time (IL6, TNF-α) even without a change at the mRNA levels (for IL6) or with an increase in mRNA (for TNF-α) at the timepoints included in our study. It is interesting that the immune response processes detected at both the protein level and the protein/transcript level were more robust for the LPS stimulation than for the other two ligands. 

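Tnf, the transcript of TNF-α, rose with LPS by 4.15 at 1 h, 4.59 at 2 h and 4.41 at 4 h (log2, SE 0.198, adjusted p = 1.44e-09, 6.55e-10 and 2.03e-10, n = 2 arrays per group). With P3C it rose by 3.01, 3.08 and 4.57, and with R848 by 3.48, 3.07 and 4.61 (adjusted p = 8.63e-10 and 7.58e-10 at 4 h). At 4 h the ligands did not differ detectably: LPS against P3C gave −0.16 (adjusted p = 0.819) and LPS against R848 −0.21 (adjusted p = 0.764). The paper's 24 h secretome values for TNF-α are −1.09 with LPS, 2.70 with P3C and 2.83 with R848. Il6 differed with LPS by 0.03 at 1 h and 0.05 at 2 h (SE 0.0710, adjusted p = 0.959 and 0.753), at signals below background.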

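Isg15, a ubiquitin-like protein induced by interferon, had risen with LPS by 1.51 at 1 h, 2.74 at 2 h and 4.36 at 4 h (log2, SE 0.25, adjusted p = 0.00167, 1.75e-06 and 3.3e-09, n = 2 arrays per group). At 2 h it differed by 0.28 with P3C and 0.60 with R848 (adjusted p = 0.660 and 0.208), and at 4 h it rose by 2.31 and 2.61 (adjusted p = 1.41e-05 and 3.26e-06). Of the interferon-stimulated genes, 28 rose with LPS at 2 h, 1 with P3C and 4 with R848 (31, 1 and 4 adjusted over the list alone), with medians of 0.55, 0.11 and 0.13. The list passed the camera test with LPS (adjusted p = 5.23e-29); its calls with P3C and R848 were lost (adjusted p = 0.319 and 0.174 with an estimated correlation). Among all genes, LPS against P3C gave 18 higher and none lower at 1 h, and 112 and 16 at 2 h, and LPS against R848 gave 9 and 1, and 95 and 8. Between R848 and P3C, 3 genes were higher with R848 at 1 h and 2 at 2 h. The totals at 1 and 2 h depend on the setting: median scaling gave 5 and 54 for LPS against P3C, 3 and 57 for LPS against R848 and none for R848 against P3C. The slide as a random block gave 63 and 345, 16 and 233, and 9 and 9. A fit of only the arrays compared gave 9 and 0, 1 and 0, and 1 and 0.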

Perhaps the enrichment is because of the dual (MyD88/TRIF) signaling pathway of TLR4, and the late signaling component changes of LPS are captured at the transcript/protein level, but the changes because of the early signaling are not captured at the transcript level at the timepoints we examined; this needs to be investigated further.

It is challenging to compare our data with previously published data sets (which only report LPS stimulation) because of the differences in experimental parameters, including cell types, cell lines, timepoints, and LPS concentrations. In the most similar analysis by Meissner *et al.*, 2013 (19) (using 200 ng/ml LPS, mouse bone marrow derived macrophage cells, and a 16 h late time point) the general trend for LPS appears similar (see supplemental Fig. S6 of that paper): several cytokines and chemokines, for example TNF-α, increase secretion up to 8 h post-treatment and then decrease. In the current study, our major focus is on the differences between specific TLR ligands, which have not been examined before at the proteome level, and the differences between gene expression and protein levels.

The general agreement in the trend of response to the whole heat-killed pathogens with the purified ligand experiments (66) suggests that the omics studies that use single ligands can, in general, inform about the TLR-induced response to the pathogens presenting these ligands as their dominant PAMPs. The differences in the magnitude of the response may be because of the differences in the concentrations or availability of the single ligands compared with the whole pathogens. Higher than physiological concentrations of single ligands used in our study can explain the weaker responses to the whole bacteria. In contrast, the stronger up-regulation of proteins such as Bax, C1qb, and Lyz2 may indicate that under certain circumstances treatment with complex combinations of ligands can lead to synergistic responses. In other cases, the choice of pathogen may influence differences between soluble ligand and bacterial stimulation results. For example, we could not detect IL-6, Ccl4 and Cxcl2 in the whole pathogen experiment, likely because of the fact that we used *P. aeruginosa* as a Gram-negative pathogen and its LPS does not trigger the secretion of certain cytokines as efficiently as the LPS from *E. coli* or *S. minnesota*. The pro-apoptotic factor Bax showed the strongest up-regulation in response to the intracellular pathogen *B. cenocepacia* (and to R848, the ligand presented by the intracellular pathogens) This is consistent with the induction of cell death as part of the host response to intracellular infection and highlights stimulus specific protein induction detected in our proteomic data.

Our study demonstrates the utility of combining targeted and global proteomic analyses in the study of the innate immune response to invading pathogens. Our findings reinforce the argument that proteomics-related studies complement gene expression studies to show different levels and modes of post-transcriptional regulation (29). Furthermore, as proteomic approaches can explain rapid functional changes supporting effective defense against pathogen, they represent an important direction for the future of systems immunology.

## DATA AVAILABILITY

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (46) partner repository with the data set identifier PXD004113. The microarray data have been deposited in NCBI's Gene Expression Omnibus (47) and are accessible through GEO Series accession number GSE85448 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85448).

## Supplementary Material

Supplemental Data

## Footnotes

^1^ The abbreviations used are:

PRR: pattern recognition receptors
PAMP: pathogen-associated molecular patterns
TLR: Toll-like receptor
NF-κB: nuclear factor kappa-light-chain-enhancer of activated B cells
TNFα: Tumor necrosis factor alpha
IL6: interleukin-6
IL12: interleukin-12.

# Supplementary material for: Proteome and Secretome Analysis Reveals Differential Post-transcriptional Regulation of Toll-like Receptor Responses
**Source:** Mol Cell Proteomics. 2017 Feb 24;16(4 Suppl 1):S172–86. doi: 10.1074/mcp.M116.064261
**Supplement:** Supplemental Data

Proteome and secretome analysis reveals differential post-transcriptional regulation of Toll-like receptor responses — Proteome and Secretome Analysis Reveals Differential Post-transcriptional Regulation of Toll-like Receptor Responses — Proteome and Secretome Profiling of TLR Stimulation — Supplemental Data 

# Proteome and Secretome Analysis Reveals Differential Post-transcriptional Regulation of Toll-like Receptor Responses

## Supplemental Data

- Table S1 (.xlsx, 549 KB) - Table S1
- Table S2 (.xlsx, 219 KB) - Table S2
- Table S3 (.xlsx, 5.8 MB) - Table S3
- Table S4 (.xlsx, 29 KB) - Table S4
- Table S5 (.xlsx, 102 KB) - Table S5
- Table S6 (.xlsx, 81 KB) - Table S6
- Supplemental Figures and Legends (.pdf, 2.7 MB) - Supplemental Figures and Legends

How the deposited data were processed for this re-analysis (not part of the article)

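The authors deposited non-normalized signal intensities of Illumina BeadChip arrays with a detection p-value for each of 45281 probes, and a table of log2, quantile-normalized values for 23937 probes; the submitters' processing notes name GenomeStudio 2011.1. Of the authors' normalized values, 99.9993% lie within 0.001 of quantile normalization of the log2 signal over those probes. The signals were log2-transformed and quantile-normalized over 24 arrays and all probes, without background correction. Probes with a detection p under 0.01 on both arrays of at least 1 of 12 groups were kept (14119 probes, 12540 of them with a gene name), and the probe with the highest mean stood for its gene (8622 genes, 2810 with more than 1 such probe). Genes were compared in limma, with moderated tests on group means and p-values adjusted by Benjamini and Hochberg per comparison; a gene was called at an adjusted p under 0.05. Tools were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.

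Probe names came from the reference tables for the array, where 16512 probes matched by gene identifier and 1422 by accession, 534 symbols were updated and 2035 were not matched. Probes without a name were left out of the gene results.

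Gene lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. Each list's counts are also given with p-values adjusted over its members alone. The lists are not the gene sets of the paper's DAVID analysis, which used proteins and transcripts sorted by their changes. Camera tests between ligands, correlations over the genes of Table S5, the list of genes induced by low oxygen and the 6 h LPS secretome on the scale of Table S2 were added after the data were seen.

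Named genes are those the study names, the genes with the largest changes at 1 and 4 h for each ligand and between ligands at 4 h, the called members of each list with the largest changes, and, for each ligand, the 5 genes of Table S5 with the largest protein change among those whose transcript changed under 1.5-fold. Values printed in Table S5 were seen before this rule was written.

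Protein values are the paper's, as log2 ratios in Tables S1, S2 and S5. Table S1 was held in part (982 proteins, 100 left out), and Table S2 held 315 proteins. The paper describes both as the proteins common to all ligands. The 6 h LPS secretome values of Table S5 lie above those of Table S2 by a median of 0.814, so individual 6 h secretome values are not printed for LPS. Correlations have 95% intervals from 2000 bootstrap draws of genes. Alternatives were neqc background correction, median scaling, the authors' normalized table, other detection filters, every probe on its own, other probes, pooled untreated arrays, fits of only the arrays compared, replicate and slide blocks, and leaving out each array.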

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

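The list of genes induced by low oxygen was chosen after the rise in untreated cells was seen; the tests between times were fixed before the data were examined.

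The response to a ligand differed between 4 h and 1 h, by a test of the difference itself in limma, for 864 genes with LPS, 252 with P3C and 305 with R848. Median scaling gave 379, 32 and 54.

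In untreated cells, which the paper uses only as controls, 6 genes differed between 4 h and 1 h, 5 higher and 1 lower (n = 2 arrays per group); they were named after their values were seen. Ankrd37 was higher by 1.36 (log2, SE 0.135, adjusted p = 0.000441), the enolase Eno2 by 0.98 (SE 0.113, adjusted p = 0.00162), Jmjd6 by 0.64 (SE 0.109, adjusted p = 0.0433), Zkscan14 by 0.52 (SE 0.0787, adjusted p = 0.0258) and the peptide hormone transcript Adm by 0.44 (SE 0.0743, adjusted p = 0.0433). The transferrin receptor Tfrc was lower by 0.74 (SE 0.117, adjusted p = 0.0292). Median scaling called 2 of such genes, and leaving out 1 array left 1 or 2.

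The slides of the untreated arrays alone are argued against for the 5 higher genes, since the cells given P3C and R848, whose arrays lay differently over the slides, also had higher values at 4 h than at 1 h for 5 of 5, with a median of 0.56. With LPS the differences between 4 h and 1 h were smaller, at 0.20 for Ankrd37, 0.11 for Eno2, 0.42 for Jmjd6, 0.34 for Zkscan14 and 0.14 for Adm, so part of the rise is not excluded as an effect of the slides. A response to low oxygen may contribute and stays open: the 27 tested genes of a list induced by low oxygen had a median of 0.13 between untreated cells at 4 h and 1 h, with 21 of 27 higher, 0 called over all genes and 3 called over the list alone (camera p = 1.47e-06, and p = 0.00252 with an estimated correlation). That median lies between the bounds set for and against this explanation. The time in fresh medium was not tested.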

How the results depend on the processing

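The genes of Table S5 for the correlations and the 6 h LPS secretome on the scale of Table S2 were chosen after seeing the data; the other alternatives were fixed before the data were examined. Each group holds 2 arrays, so a left-out array leaves 1, which is assumed to vary like the other groups. In arrays simulated with the means and spreads of the 8622 genes and known changes for LPS at 4 h, 66.9% of changed genes were recovered at 1.5-fold (224 of 335), 94.9% at 2-fold (318 of 335) and 98.5% at 4-fold (325 of 330), with 5.35% false calls. The simulated arrays were independent, with 200 changed genes per run and no slide effect. In the data the slide correlation was 0.60, and treated arrays shared no slide with the untreated array of their time. These rates may therefore not hold for the data. Signals near background limit the folds of weak transcripts, since no background was subtracted. The values of the authors' normalized table kept all counts within 1.5 times and all calls of gene lists against untreated cells, and leaving out the detection filter kept all counts within 1.5 times. On average the replicate letters did not pair arrays that shared no slide. Deviations from group means correlated over group pairs at a mean of 0.02 with no slide shared, 0.29 with 1 shared and 0.69 with 2 shared (across genes, which are not independent). With no slide shared, single group pairs ranged from −0.65 to 0.51, so a pairing is not excluded.

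Counts of called genes that moved by over 1.5 times, and other values that moved, were as follows; the cause was not tested. Median scaling gave 97 at 1 h and 234 at 2 h for LPS, 64 at 1 h, 53 at 2 h and 247 at 4 h for P3C, 71 at 1 h, 94 at 2 h and 295 at 4 h for R848, 5 at 1 h, 54 at 2 h and 139 at 4 h for LPS against P3C, 3 at 1 h, 57 at 2 h and 98 at 4 h for LPS against R848, 0 at 1 h and 0 at 2 h for R848 against P3C, 379 for LPS response at 4 h against 1 h, 32 for P3C response at 4 h against 1 h, 54 for R848 response at 4 h against 1 h, 2 for untreated cells at 4 h against 1 h. Fitting only the arrays compared gave 78 at 1 h and 221 at 2 h for LPS, 127 at 1 h and 9 at 2 h for P3C, 111 at 1 h and 65 at 2 h for R848, 9 at 1 h, 0 at 2 h and 316 at 4 h for LPS against P3C, 1 at 1 h, 0 at 2 h and 240 at 4 h for LPS against R848, 1 at 1 h and 0 at 2 h for R848 against P3C, 0 for untreated cells at 2 h against 1 h, 0 for untreated cells at 4 h against 1 h. Requiring a 1.5-fold change as well gave 172 at 1 h, 486 at 2 h and 1110 at 4 h for LPS, 164 at 1 h, 244 at 2 h and 447 at 4 h for P3C, 172 at 1 h, 312 at 2 h and 515 at 4 h for R848, 264 at 4 h for LPS against P3C, 227 at 4 h for LPS against R848. Pooling the untreated arrays of all times gave 569 at 1 h for LPS, 538 at 1 h, 781 at 2 h and 1458 at 4 h for P3C, 526 at 1 h and 1058 at 2 h for R848. The slide as a random block gave 63 at 1 h, 345 at 2 h and 1612 at 4 h for LPS against P3C, 16 at 1 h, 233 at 2 h and 1569 at 4 h for LPS against R848, 9 at 1 h, 9 at 2 h and 4 at 4 h for R848 against P3C. As a fixed block the slide gave 49 at 1 h, 246 at 2 h and 1981 at 4 h for LPS against P3C, 163 at 2 h and 1938 at 4 h for LPS against R848, 5 at 1 h for R848 against P3C. Detection on all 24 arrays gave 85 at 2 h for LPS against P3C, 61 at 2 h and 257 at 4 h for LPS against R848, 1 at 1 h and 0 at 2 h for R848 against P3C. Testing every probe on its own gave 761 at 4 h for LPS against P3C, 655 at 4 h for LPS against R848, 12 for untreated cells at 4 h against 1 h. Under neqc the count was 3 for untreated cells at 4 h against 1 h. With the replicate letter as a block it was 10 for untreated cells at 4 h against 1 h. An adjusted p in place of the 1.5-fold limit gave 47 for protein changes without a transcript change for LPS. Moving the 6 h LPS secretome to the scale of Table S2 gave 49 for protein changes without a transcript change for LPS. Over the genes of Table S5, r of the LPS proteome at 6 h with the 4 h transcripts was 0.576 and r of the LPS proteome at 12 h with the 4 h transcripts was 0.628. For LPS at 4 h, median scaling kept the count within 1.5 times, at 1754, and changed the split from 934 higher and 1377 lower to 325 and 1429. Of the named genes, Eno2 turned at 1 h when the untreated arrays were pooled, to −0.34 with LPS, −0.37 with P3C and −0.45 with R848.

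With single arrays left out, the lowest and highest counts were, with the arrays whose removal moved a count by over 1.5 times: LPS at 1 h 177 to 236 (untreated B: 177), LPS at 2 h 590 to 872 (untreated B: 676, LPS A: 590), P3C at 1 h 130 to 160 (any of its arrays), P3C at 2 h 275 to 373 (untreated B: 275, P3C A: 285), P3C at 4 h 537 to 632 (untreated A: 537, untreated B: 610, P3C B: 569), R848 at 1 h 167 to 197 (untreated A: 173, R848 A: 170, R848 B: 167), R848 at 2 h 346 to 648 (R848 A: 346), R848 at 4 h 598 to 692 (any of its arrays), LPS against P3C at 1 h 11 to 14 (P3C A: 11), LPS against P3C at 4 h 295 to 335 (LPS B: 315, P3C A: 295, P3C B: 305). The others were: LPS against R848 at 1 h 3 to 6 (any of its arrays), LPS against R848 at 2 h 63 to 118 (LPS B: 66, R848 A: 63), LPS against R848 at 4 h 260 to 273 (LPS B: 264, R848 A: 268, R848 B: 260), R848 against P3C at 1 h 1 to 3 (P3C A: 1, P3C B: 1), R848 against P3C at 2 h 0 to 5 (any of its arrays), P3C response at 4 h against 1 h 146 to 181 (untreated 1 h B: 163, untreated 4 h A: 152, P3C 1 h A: 146, P3C 1 h B: 166, P3C 4 h B: 155), R848 response at 4 h against 1 h 172 to 220 (untreated 1 h B: 195, untreated 4 h A: 172, R848 1 h A: 196, R848 4 h B: 193), untreated cells at 2 h against 1 h 0 to 1 (untreated 1 h A: 0, untreated 1 h B: 0, untreated 2 h B: 0), untreated cells at 4 h against 1 h 1 to 2 (any of its arrays). The counts for LPS at 4 h, LPS against P3C at 2 h and the LPS response stayed within 1.5 times, as did the correlations and the counts from Table S5.

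Of 180 tests of gene lists against untreated cells, 161 kept their side of the threshold with median scaling, 173 under neqc, 174 with no detection filter, 178 with detection on all 24 arrays, 177 with a replicate block and 169 with the slide as a random block. Of the named genes' tests, 1424 kept it with median scaling, while 324 were lost and 4 gained.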

Differences from the paper's values

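The values for P3C and R848 and over the genes of Table S5 were chosen after seeing the data; the other settings were fixed before the data were examined.

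For the 6 h LPS proteome and the 1 h transcripts the paper's correlation is about 0.31 in Fig. 5A, read by eye. The value here is 0.409. The paper gives no spread, and its value lies inside the bootstrap interval here (0.221 to 0.586). A narrower limit was also used, a bootstrap standard error of the value here. By it, neqc (0.384), median scaling (0.376), no detection filter (0.393) and the highest-signal probe (0.381) reach the paper's value. So does leaving out replicate A (0.343) or replicate B (0.352), and the other planned settings do not. For the 12 h proteome and the 1 h transcripts the paper's value is about 0.28 in Fig. 5A, read by eye. It is 0.412 here, with a bootstrap interval of 0.227 to 0.576 that holds the paper's value. By the narrower limit only leaving out replicate A (0.314) reaches the paper's value. For the 12 h proteome and the 2 h transcripts the paper's value is about 0.38 in Fig. 5A, read by eye. It is 0.468 here, with a bootstrap interval of 0.306 to 0.602 that holds the paper's value. By the narrower limit no detection filter (0.449) and the highest-signal probe (0.447) reach the paper's value. So does leaving out replicate A (0.444) or replicate B (0.424), and the other planned settings do not. The values here cover 800 genes from a copy of Table S1 with 982 proteins and 100 left out. The paper describes that table as the proteins common to all ligands, fewer than its LPS proteome. The genes may therefore differ from those of Fig. 5A, which is a limit on these values.

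For the 6 h LPS secretome the paper's correlations with the transcripts at 1, 2 and 4 h are about 0.29, about 0.33 and about 0.30 in Fig. 5A, read by eye, and 0.698, 0.690 and 0.720 here. For the 24 h LPS secretome they are about 0.05, about 0.13 and about 0.16 in Fig. 5A, read by eye, and 0.318, 0.414 and 0.496 here. For the 6 h secretome the paper's values lie outside the bootstrap intervals here (0.377 to 0.820, 0.413 to 0.807 and 0.466 to 0.824). For the 24 h secretome about 0.05 and about 0.13 lie near the lower ends, inside the intervals (0.00777 to 0.554 and 0.128 to 0.640). The value of about 0.16 lies outside its interval (0.222 to 0.686). No planned setting brings the values here within a bootstrap standard error of the paper's. The copy of Table S2 holds 315 proteins, fewer than the LPS secretome of the paper. The paper describes that table as the proteins common to all treatments. The genes may therefore differ from those of Fig. 5A, which is a limit on these values.

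The paper ranks the LPS secretome lowest in correlation with the transcripts. Over the genes of Table S5, the 24 h LPS secretome was lowest here as well: r at 1, 2 and 4 h was 0.331, 0.417 and 0.460 for LPS, 0.498, 0.486 and 0.60 for P3C and 0.488, 0.513 and 0.548 for R848. The 95% bootstrap intervals at 4 h overlap (0.288 to 0.630 for LPS, 0.478 to 0.793 for P3C and 0.419 to 0.756 for R848). For the 6 h secretome LPS was not lowest, at 0.635, 0.650 and 0.634, beside 0.529, 0.481 and 0.589 for P3C and 0.541, 0.531 and 0.548 for R848.

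The paper names IL6, C3 and Cxcl16 as changed in protein without a change in transcript, by a limit of 1.5-fold, whereas a call here is an adjusted p. By the 1.5-fold limit on the probes of Table S5, C3 and Il6 belong to this class with P3C and R848 and Cxcl16 with P3C. Cxcl16 with R848, at 0.59 at 4 h, does not. None of the 3 was counted in this class with LPS, where the transcripts of C3 and Il6 pass the limit. The Cxcl16 differences with LPS given above for its brightest probe are under the limit at 1, 2 and 4 h.

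Stat3 is the paper's example of a transcript change with P3C and R848. At 4 h its differences were 0.26 and 0.40, and 0.30 and 0.29 on the probe that was called with P3C, all under the 1.5-fold limit. The limit applies at 1, 2 and 4 h, so the 4 h values alone do not decide the class. With R848, Stat3 was counted as changed in protein with a transcript under the limit at each time. Its transcript passed the limit under neqc, and its other detected probes did not pass it. With P3C it was not counted in that class. Cd44, the paper's other example, rose with each ligand (1.56, 0.97 and 1.25). For Cd81, an example at the protein level, the transcript differed by −0.52 with P3C, under that limit, and by −0.61 with R848, over it.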

Other observations

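The explanations weighed below were chosen after the patterns were seen.

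Egr1, an immediate-early transcription factor, rose at 1 h by 3.74 with LPS, 3.32 with P3C and 3.44 with R848 (log2, SE 0.191, n = 2 arrays per group; adjusted p = 2.76e-09, 2.67e-08 and 1.04e-08), differed by 0.34, 0.20 and −0.10 at 2 h without being called, and rose by 1.98, 1.95 and 2.33 at 4 h. Of 18 tested immediate-early transcription factors, 12 rose with LPS at 1 h, 12 rose and 1 fell with P3C, and 13 rose with R848 (15, 14 and 1, and 13 and 1 adjusted over the list alone), with medians of 0.81, 0.73 and 0.70. At 4 h the counts were 6 higher and 1 lower, 8 and 0, and 8 and 0 (8 and 1, 10 and 0, and 10 and 0 over the list alone; camera adjusted p = 0.000836, 6.53e-07 and 1.97e-07). Dusp2, a nuclear phosphatase of MAP kinases, rose by 4.26, 3.33 and 3.73 at 1 h (SE 0.137). Of 21 signal attenuators, 17, 15 and 16 rose at 4 h and none fell (17, 16 and 17 over the list alone), with medians of 1.38, 1.42 and 1.36; Socs3, an inhibitor of cytokine receptors, rose by 4.03, 3.76 and 4.01 (SE 0.245).

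Fcgr3, an activating Fcγ receptor, fell at 4 h by 0.63, 0.85 and 0.78 with LPS, P3C and R848 (SE 0.157), and the inhibitory receptor Fcgr2b rose by 0.69, 0.92 and 0.90 (SE 0.16); median scaling ended the P3C and R848 calls of both genes and the LPS call of Fcgr2b. Of 23 genes of macrophage identity and surface receptors, 6 rose and 2 fell with LPS, and 3 rose and 1 fell with P3C and with R848 (7 and 2, 5 and 2, and 4 and 2 over the list alone), with medians of 0.15, 0.10 and 0.10, the LPS median turning to −0.02 with median scaling; the LPS and R848 camera calls (adjusted p = 0.0339 and 0.0492) were lost (adjusted p = 0.0881 and 0.113 with an estimated correlation). The 1 tested marker of other cell types differed by 0.27, 0.28 and 0.31, was not called over all genes, and was higher with each ligand over the list alone.

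Herpud1, an endoplasmic reticulum stress protein, was lower with LPS than with P3C by −0.74 (SE 0.112, adjusted p = 0.000479) and than with R848 by −0.66 (adjusted p = 0.00150), calls that ended with median scaling. Of 23 genes of heat shock and the unfolded protein response, 3 rose and 3 fell with LPS at 4 h, 2 and 2 with P3C, and 2 and 1 with R848 (3 and 3, 3 and 2, and 2 and 1 over the list alone); the medians of −0.11, 0.03 and 0.01 were −0.42, −0.00 and −0.08 with median scaling. Of 42 genes of lysosomal hydrolases and membrane proteins, 2 rose and 7 fell with LPS, 1 and 3 with P3C, and 1 and 1 with R848 (2 and 6, 1 and 4, and 1 and 1 over the list alone; medians −0.18, −0.10 and −0.08). Pdk1, a kinase that inhibits pyruvate dehydrogenase, fell by 0.88 with LPS (SE 0.0796, adjusted p = 5.99e-07). Of 18 glycolysis genes, 2 rose and 4 fell with LPS, and 1 rose and 2 fell with P3C and with R848, also over the list alone (medians −0.12, 0.05 and 0.03, the last −0.03 with median scaling). Among 17 genes of sterol synthesis, 1 rose and 3 fell with LPS, none changed with P3C and 1 rose with R848 (1 and 2, 0 and 0, and 0 and 0 over the list alone; medians −0.02, 0.01 and 0.00, the last 2 −0.05 and −0.08 with median scaling). Of 29 proteasome subunits, 2 rose with LPS, Psmb5 by 0.52 and Psmd11 by 0.50, and none with P3C or R848, and over the list alone none was called; the medians of 0.05, 0.09 and 0.05 were −0.26, 0.08 and −0.01 with median scaling. The camera tests of these 5 lists against untreated cells at 4 h gave no call.

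Proteins of Table S5 that changed while their transcript changed under 1.5-fold could reflect transcript changes that the arrays missed. Taken singly, each technical explanation covered a minority of the pairs tested. The probe was detected in no group on both arrays for 10.4% of gene and ligand pairs (24 of 230, 95% interval 6.80 to 15.1). Background correction by neqc gave a change over 1.5-fold for 26.5% (61 of 230, 20.9 to 32.7). Another detected probe changed over 1.5-fold for 5.88% of the pairs with such a probe (6 of 102, 2.19 to 12.4). Their joint share was not computed. Even if no pair was counted more than once, the 24, 61 and 6 pairs together are a minority of the 230. These counts argue against the tested technical explanations together as the main source. Pairs without another detected probe could not be tested for a change on such a probe. The intervals treat pairs as independent, although genes recur across ligands. Transcript changes after the last array time were not tested either. The tests above concern the transcripts and leave the scale of the 6 h LPS secretome aside. The LPS count of 86 depends on that scale (49 on the scale of Table S2). Regulation after transcription, as the paper proposes, stays open and was not tested here.

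The differences between LPS and the other ligands at 4 h could in replicate A stem from the slides, since its LPS array lay on another slide than those of P3C and R848. The test argues against this: over the 200 genes with the largest difference in replicate A, the difference in replicate B, on a shared slide, had a median of 1.04 for LPS against P3C (1.18 in A; 188 of 200 in the same direction) and 0.92 for LPS against R848 (1.08 in A; 185 of 200). With the slide as a fixed block, 1981 genes were called for LPS against P3C and 1938 for LPS against R848. That fit had 5 residual degrees of freedom. Only the slide of replicate B held LPS together with P3C and R848 at 4 h, so these counts are not independent of the test above. A difference between the ligands themselves goes with these values, as a hypothesis found and tested on the same data. The number of genes depends on the normalization, with 139 and 98 called under median scaling.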
